# LSD1 modulates the bone metastasis of breast cancer cells through hnRNPA2B1-mediated sorting of exosomal miRNAs

**DOI:** 10.1038/s41420-024-01897-5

**Published:** 2024-03-06

**Authors:** Ziyu Liu, Benkai Xin, Nan Zhang, Peipei An, Yueru Shi, Jingtong Yang, Youzhong Wan, Yuquan He, Xin Hu

**Keywords:** Cancer microenvironment, Breast cancer

## Abstract

Bone metastasis is a key contributor to morbidity and mortality of breast cancer patients. We have previously shown that exosomal miRNAs derived from LSD1 knockdown (KD) breast cancer cells inhibit osteoblast differentiation and promote osteoclast differentiation. However, how LSD1 regulates exosomal miRNAs and whether miRNAs promote bone metastasis through the formation of pre-metastatic niches remains unclear. In vivo experiments demonstrates that exosomes derived from LSD1 KD breast cancer cells significantly promoted bone metastasis. To explore the mechanism underlying the effect of LSD1 on exosomes in breast cancer cells, exosomal and cellular miRNAs from control, LSD1 KD, and rescue cells were sequenced. Interestingly, approximately 80% of LSD1-associated miRNAs were downregulated in exosomes from LSD1 KD cells. The consensus sequence UAGGGC, was identified in many miRNAs downregulated in LSD1 KD exosomes. We found that hnRNPA2B1 regulated the exosomal sorting of miR-6881-3p and some other miRNAs. LSD1 deficiency reduced hnRNPA2B1 expression in breast cancer cells by decreasing the level of H3K9me2 demethylation in the promoter region of the hnRNPA2B1 gene. Our study revealed that LSD1 plays a crucial role in the regulation of exosomal sorting of miRNA.

## Introduction

Metastasis accounts for approximately 90% of cancer-related deaths, while bone is one of the most common targets of metastatic cells [1, 2]. The growth of metastatic lesions disrupts tissue homeostasis, thereby promoting cancer cell survival and proliferation [3]. Skeletal-related events among patients with bone metastasis include hypercalcemia, osteolysis, bone fractures, spinal cord compression, and bone marrow aplasia, which severely impact the quality of life of affected individuals. Furthermore, patients with bone metastasis have poor life expectancy and prognosis. Breast cancer is the leading cause of cancer-related death in women, and bone metastasis from breast cancer is incurable.

Exosomes are cell-secreted extracellular membrane vesicles secreted by cells and typically range from 30 to 150 nm in diameter [4]. They mediate intercellular communication through encapsulated biomolecules such as proteins, lipids, RNA, and metabolites [5]. Recent evidence suggests that breast cancer-derived exosomal miRNAs contribute to bone metastasis. For instance, it was reported that MDA-MB-231 breast cancer cell-derived exosomal miR-20a-5p inhibits the expression of SRC kinase signal inhibitor 1 (SRCIN1) and promotes osteoclast formation [6]. Additionally, miR-21 derived from MDA-MB-231 and SCP28 exosomes was found to be highly expressed in serum exosomes of breast cancer patients with bone metastasis, which altered the protein level of programmed cell death 4 (PDCD4), thus contributing to the generation of pre-metastatic niches, the promotion of osteoclast differentiation, and the enhancement of bone metastasis [7]. Furthermore, exosomes obtained from estrogen receptor (ER)-positive breast cancer cells were observed to transfer miR-19a to osteoclast precursors, which promoted osteoclast differentiation by reducing the expression of phosphatase and tensin homolog (PTEN), thereby activating the nuclear factor-kappa B (NF-κB) and protein kinase B (AKT) signaling pathways [8].

Evidence increasingly supports that miRNAs are not randomly exported to exosomes; instead, specific exo-motifs in miRNAs may be recognized by RNA binding proteins, leading to miRNA sorting into exosomes [9]. HnRNPA2B1 is an RNA-binding protein capable of recruiting miRNAs into exosomes. For example, Villarroya-Beltri et al. [10] identified GGAG/UGCA as being exo-motifs recognized by hnRNPA2B1 in miR-198 and miR-601 that regulate their loading into exosomes. Meanwhile, Wu et al. showed that hnRNPA2B1 contains two RNA recognition motifs (RRMs) that can bind to AGG and UAG motifs in RNA in a sequence-specific manner and determined the crystal structure of hnRNPA2B1 complexed with several RNA substrate. Additionally, Lee et al. [11] demonstrated that hnRNPA2B1 traffics miR-17 and miR-93 to macrophages by recognizing AGG and UAG motifs. Other RNA binding proteins, such as Y-box binding protein 1 (YBX1) [12], La [13], and the translational regulator fragile X messenger ribonucleoprotein 1 (FMRP1) [14], can also recognize and traffic miRNAs into exosomes *via* conserved motifs. Garcia-Martin et al. [9] explored the sorting sequences of exosomal miRNAs released from five different cell types and found that miRNA sequences differed between miRNAs sorted to exosomes and those retained in cells. Additionally, miRNAs in exosomes released from different cells were found to contain cell type-specific conservative motifs. By analyzing the most conserved motifs, such as CGGGAG, RNA binding proteins Aly/REF export factor (ALYREF) and fused in sarcoma (FUS) were identified to promote miRNA enrichment in exosomes *via* these motifs [9].

Lysine-specific demethylase 1 (LSD1) is a histone demethylase [15] that selectively demethylates histone H3 lysine 4 (H3K4) and represses gene expression in a flavin adenine dinucleotide (FAD)-dependent manner [15]. In contrast to its interaction with H3K4, which suppresses transcription, when LSD1 associates with the androgen receptor, it acts as an oncogene *via* the mono- and di-methylation of histone H3 lysine 9 (H3K9), resulting in the activation of transcription of a variety of genes [16]. As a component of the nucleosome-remodeling and deacetylase (NuRD) complex, LSD1 inhibits the metastasis of MDA-MB-231 cell-derived tumors in immunodeficient mice by regulating the transforming growth factor beta (TGF-β) signaling pathway [17]. The LSD1/NuRD complex can bind to super-enhancers by interacting with BRD4, thus conferring widespread drug resistance in breast cancer [18]. LSD1 also suppresses the proliferative and invasive ability of breast cancer cells by interacting with ZNF516-CtBP/CoREST and inhibits breast cancer growth and metastasis in vivo [19]. In addition, LSD1 suppresses breast cancer stem cell (CSC) properties by inhibiting epithelial–mesenchymal transition through its interaction with ubiquitously transcribed tetratricopeptide (UTX) and histone deacetylase 1 (HDAC1) [20]. We have shown that LSD1 suppresses breast cancer metastasis by inhibiting the expression of tripartite motif containing 37 (TRIM37) and inducing the transcription of GATA binding protein 3 (GATA3) [21].

In our previous study, we reported that the knockdown of LSD1 in breast cancer cells resulted in the downregulation of miR-6881-3p in exosomes, which inhibited the differentiation of osteoblasts and promoted osteoclasts through modulation of the expression of the target genes pre-B-cell leukemia transcription factor 1 (*PBX1*) and additional sex combs-like 2 (*ASXL2*) respectively [22]. In this study, we sought to determine whether exosomes derived from LSD1 KD breast cancer cells could promote breast cancer metastasis to bone by remodeling the bone microenvironment, and explored the molecular mechanism underlying the LSD1-modulated miRNA expression in exosomes. Our findings showed that LSD1 plays a crucial role in remodeling the pre-metastatic niche of breast cancer bone metastasis by regulating exosomal miRNA levels.

## Results

### Exosomes from LSD1 KD breast cancer cells promoted bone metastasis

Exosomes were isolated from control, LSD1 KD, and LSD1 Rescue MCF7 cells, and exosomal markers CD63 and TSG101 were enriched in the isolated exosomes, which showed cup-shaped bilayer membranes (Fig. S1A, B). In addition, NTA analysis showed that the sizes of the exosomes were between 140 and 150 nm (Fig. S1C). Meanwhile, PKH67 labeled exosomes were cultured with hBMSCs and RAW264.7 cells, and fluorescence staining showed that these exosomes could be absorbed by hBMSCs and RAW264.7 cells (Fig. S1D). Then we analyzed the distribution of exosomes in vivo at 24 h post intravenous injection, which demonstrated that the exosomes exhibited the propensity to reach the bone (Fig. S2A, B). Exosomes from control, LSD1 KD, and LSD1 Rescue MCF7 cells were injected into mice once every other day for a total of 10 times, and then MCF7-Fluc cells stably expressing firefly luciferase were injected through the tail artery (Fig. 1A). After 5 weeks, in vivo imaging analysis was performed on each group of mice, which demonstrated that the fluorescence intensity was significantly increased in the posterior limb of mice treated with LSD1 KD exosomes compared with that in the posterior limb of mice treated with control and LSD1 Rescue exosomes (Fig. 1B, C). Specifically, bioluminescence intensity in the femur and tibia of mice treated with LSD1 KD exosomes was upregulated compared with that in the other two groups (Fig. 1D, E). Consistent with these observations, H&E staining results showed that the bone trabecula was damaged and sclerotin levels were reduced in mice treated with LSD1 KD exosome (Fig. 1F, G). These results showed that exosomes derived from LSD1 KD breast cancer cells significantly promoted osteolytic metastasis of breast cancer cells.

**Fig. 1:**
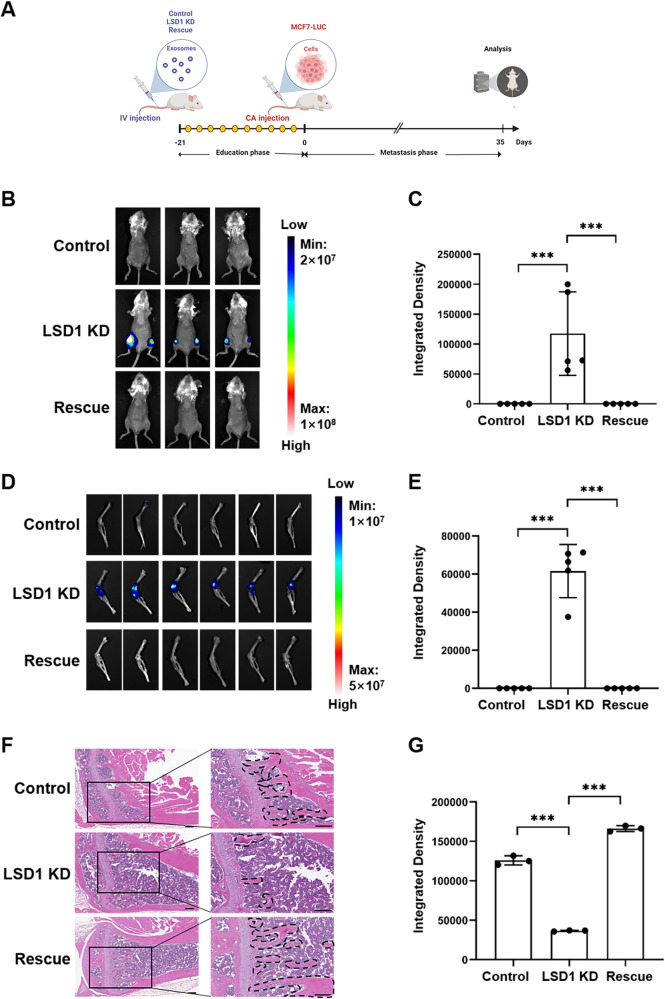
Exosomes from LSD1 knockdown (KD) breast cancer cells promoted bone metastasis. **A** Schedule of animal experiments. **B** Representative images of in vivo imaging of mice treated with exosomes from control MCF7 cells, LSD1 KD MCF7 cells, or LSD1 KD MCF7 cells expressing the LSD1 Rescue plasmid (Rescue). **C** Quantitative analysis of luminescence in mice (*n* = 5 per group). **D** Representative images of luminescence imaging of the femur and tibia of mice. **E** Quantitative analysis of luminescence of the femur and tibia of mice (*n* = 5). **F** Images of hematoxylin and eosin (H&E) staining of the proximal tibia derived from mice treated with exosomes as indicated (scale bars: 100 μm). **G** Quantitative analysis of the bone area in the tibia (*n* = 3 per group). *** indicates *P* < 0.001.

### Exosomes released from LSD1 KD breast cancer cells induced osteolysis

To further investigate the effect of exosomes released from LSD1 KD breast cancer cells on the structure of bone, the tibias of mice were scanned by micro-CT. Three-dimensional reconstruction of the obtained images demonstrated that the bone trabeculae in the tibia of mice in the LSD1 KD group had experienced significant damage (Fig. 2A). BMD, BV/TV, Tb.N, and Tb.Sp were calculated based on micro-CT results. We found that BMD, BV/TV, and Tb.N were reduced, whereas Tb.Sp was significantly increased in the LSD1 KD group, demonstrating that LSD1 KD exosomes promoted breast cancer bone metastasis and led to bone loss (Fig. 2B–E). Additionally, there were more TRAP-stained cells in the tibia of LSD1 KD mice compared with that in control and LSD1 Rescue animals (Fig. 2F). In contrast, immunohistochemical staining for OCN was reduced in the LSD1 KD mouse tibia (Fig. 2G). Together, these results suggested that exosomes derived from LSD1 KD breast cancer cells promoted the bone metastasis of breast cancer cells by destroying tibial trabeculae and induced osteolysis by increasing the number of osteoclasts and decreasing that of osteoblasts.

**Fig. 2:**
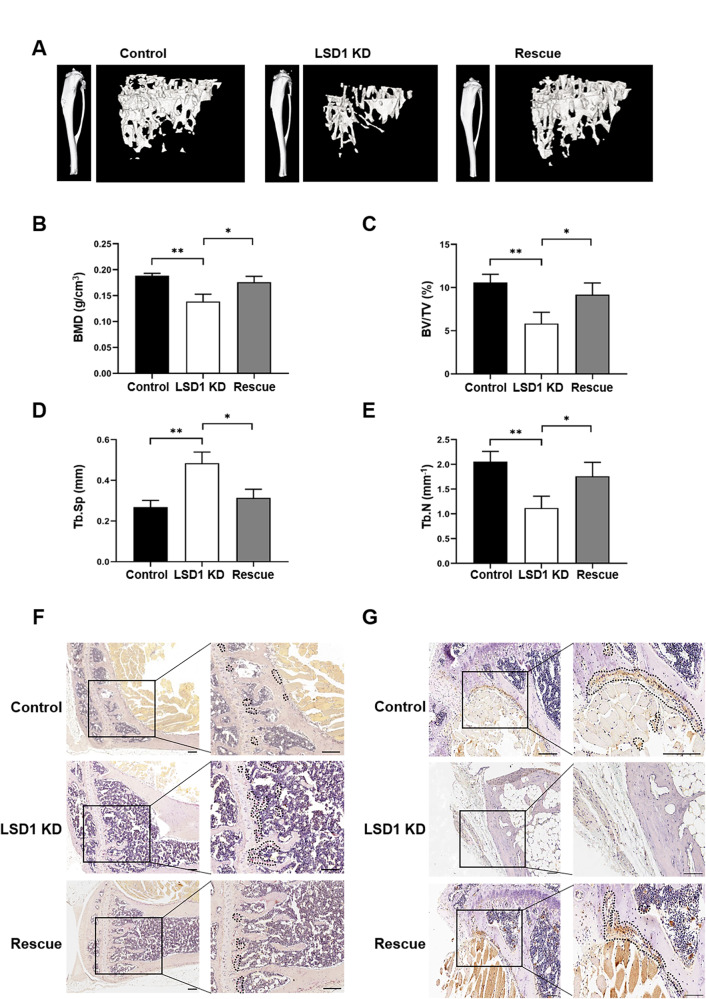
Exosomes from LSD1 knockdown (KD) breast cancer cells induced osteolysis. **A** Micro-computed tomography (micro-CT) 3D reconstruction of the cortical and trabecular structures of mice treated with exosomes from control, LSD1 KD, and LSD1 Rescue breast cancer cells. The statistical analysis of bone mineral density (BMD) (**B**), trabecular bone volume (BV/TV) (**C**), trabecular separation (Tb.Sp) (**D**), and trabecular number (Tb.N) (**E**) of the proximal tibia from mice treated with exosomes as indicated (*n* = 3). **F** Representative images of TRAP staining of the mouse tibia in the control, LSD1 KD, and LSD1 Rescue exosomal groups (scale bars: 100 μm). **G** Representative images of immunohistochemical staining for OCN in the tibia of mice (scale bars: 100 μm). * indicates *P* < 0.05, ** indicates *P* < 0.01.

### The knockdown of LSD1 decreased the levels of some miRNAs in exosomes

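Small RNA from exosomes of MCF7 cells, an estrogen receptor-positive human breast cancer line, was sequenced in 9 libraries. The exosomes came from cells transfected with a scrambled siRNA (control), with siRNA against LSD1 (LSD1 KD), or with LSD1 siRNA and an LSD1 plasmid (LSD1 Rescue). Each group had 3 biological replicates. The cells were kept for 24 h in medium with serum and then for 36 h without serum. The paper's methods name the Total Exosome Isolation Reagent, whereas the labels of the deposited samples name the exoRNeasy Maxi kit, and which of them served these libraries is not given in the sources used here. Libraries were made with the QIAseq miRNA kit. The submitters' processing notes name cutadapt 2.7 and Bowtie 1.2.2 without saying what each did. The miRNA reference, the genome build, the mismatches allowed and any use of molecular identifiers are not given in the sources used here.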

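The table deposited by the authors holds raw read counts of 2612 mature miRNAs. Total counts were 634108 to 681840 (median 659997) in control, 494929 to 640077 (median 638725) in LSD1 KD and 648119 to 856397 (median 710933) in Rescue libraries. The most abundant miRNA over all libraries was miR-6785-3p, with 66891 ± 36919 counts per 1000000 counts (CPM) in control, 112790.0 ± 16122 in LSD1 KD and 104336 ± 1924 in Rescue exosomes (SD, n = 3 each). At least 1 count was found for 2295 ± 11.0 miRNAs (SD, n = 3) in control, 2240 ± 44.3 (SD, n = 3) in LSD1 KD and 2380 ± 13.5 (SD, n = 3) in Rescue libraries. Every Rescue library held more miRNAs than every control library, and every control library more than every LSD1 KD library (exact permutation test, two-sided, p = 0.1 for each pair of groups, the smallest p that 3 libraries against 3 allow). The 10 most abundant miRNAs of each library, which are not the same 10 in every library, took 23.2% of the counts in control replicate 2 (95% Wilson interval 23.1 to 23.3%), 38.7% in control replicate 1 (38.6 to 38.8%) and 32.4% in control replicate 3 (32.3 to 32.5%). The share of each library's own 10 was 37.5 to 40.6% in LSD1 KD and 35.4 to 36.0% in Rescue libraries. Such intervals, and the limits given for counts of 0, cover counting error only.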

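Differences were tested with edgeR's quasi-likelihood test after TMM normalization (trimmed mean of M-values), in 1 fit of all 9 libraries, over the 1425 miRNAs that passed edgeR's expression filter. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 counted as passing the test. The spread between biological replicates, taken for each miRNA over all groups at once, sets these p-values. Control replicates differed most. The chi-square per degree of freedom between pairs of replicates was 30.6 to 82.5 in control and at most 10.2 in LSD1 KD and Rescue libraries. A shared spread can therefore be too small for comparisons with control and too large for Rescue versus LSD1 KD. Fits of only the groups compared, given with the results, use the spread of those groups alone. The counts hold mature miRNAs alone, so the level of LSD1 mRNA could not be read from them, and the small RNA libraries of the cells were not analysed here.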

In our previous study, we conducted a miR-seq analysis and found that the LSD1 KD inhibited the differentiation of osteoblasts and promoted that of osteoclasts by downregulating exosomal miR-6881-3p levels [22], presumably leading to osteolytic bone metastasis. Here, we further explored the specific molecular mechanism underlying these effects of LSD1 KD. Re-analysis of the exosomal miR-seq data indicated that the levels of 81.4% (35/43) of LSD1-related miRNAs were decreased in LSD1 KD exosomes, and expression of these 35 miRNAs was reversed in exosomes from LSD1 Rescue cells (Fig. 3A). Accordingly, we also performed miR-seq on cells in this study and analyzed the expression of these miRNAs in both cells and exosomes from the control, LSD1 KD, and LSD1 Rescue groups. 

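miR-1265 was the clearest of the miRNAs that fell in LSD1 KD exosomes and rose again in Rescue exosomes. Its level was 457 ± 141 CPM in control, 60.3 ± 12.1 in LSD1 KD and 366 ± 10.9 in Rescue exosomes (SD, n = 3 each). It lies on chromosome 10 from 14436576 to 14436661 of GRCh38, outside any annotated gene on its strand (GENCODE 29). The log2 fold change was -2.92 (standard error 0.261, adjusted p = 5.7e-06 from edgeR's quasi-likelihood test) in LSD1 KD versus control, and 2.60 (standard error 0.259, adjusted p = 2.5e-05 from the same test by edgeR) in Rescue versus LSD1 KD. It had the smallest adjusted p of these miRNAs in both comparisons, and was named after that rank was seen, as well as for its place in Fig. 3B.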

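At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 249 of the 1425 miRNAs tested differed between LSD1 KD and control exosomes, and 319 differed between Rescue and LSD1 KD exosomes. Of these, 68 passed in both comparisons, and 27 of the 68 went in opposite directions. The 27 comprised 21 miRNAs that fell in LSD1 KD and rose in Rescue exosomes (77.8%), and 6 that rose in LSD1 KD and fell in Rescue exosomes. The share that fell in LSD1 KD was 92.6% (25 of 27) with library totals as the only scaling, 55.6% (10 of 18) with only the groups compared in each fit and 63.0% (17 of 27) without control replicate 3. Among the 6 was miR-433-5p, chosen after its values were seen, with a log2 fold change of 0.75 (standard error 0.206, adjusted p = 0.026 from edgeR's quasi-likelihood test) and then of -1.09 (adjusted p = 0.0021 from the same test by edgeR).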

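Independent lists of these sizes would share 18.4 miRNAs that fell and then rose, and 10.1 that rose and then fell. At an unadjusted p under 0.05, 66 miRNAs went in opposite directions (44 of them lower in LSD1 KD), where independent lists would share 48.7 that fell and then rose and 29.5 that rose and then fell. Both comparisons use the LSD1 KD libraries, which are too few to be parted into sets of 2, so part of any excess may come from them. The number in opposite directions was 51 without control replicate 1, 8, 13 and 9 without LSD1 KD replicates 1, 2 and 3, and 14 and 13 without Rescue replicates 1 and 2.

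**Figure D1:**
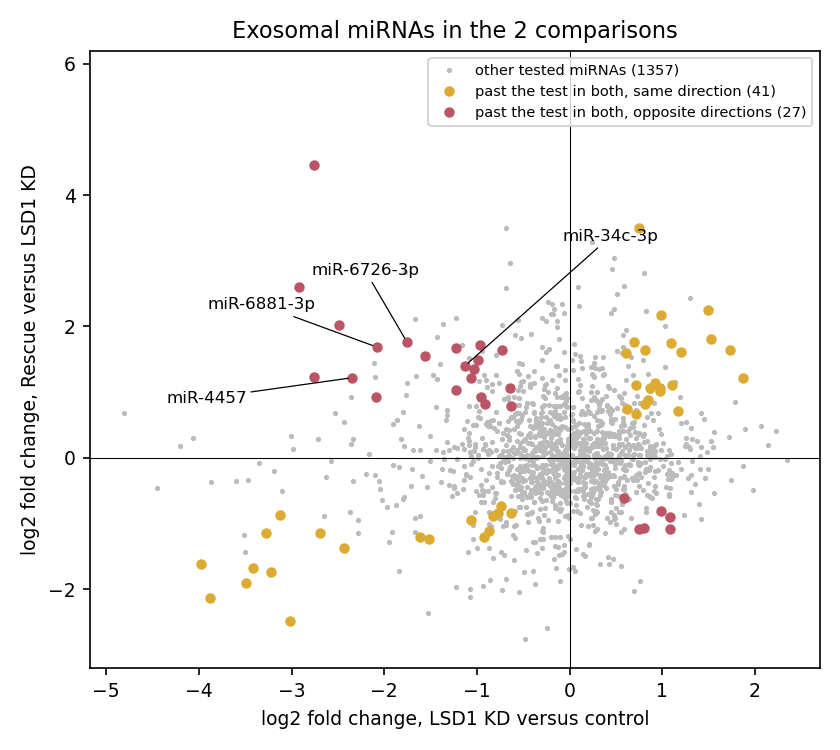
Log2 fold change of each of the 1425 tested miRNAs in LSD1 KD versus control exosomes (x axis) and in Rescue versus LSD1 KD exosomes (y axis), with 1 point per miRNA. The 27 miRNAs that passed the test in both comparisons in opposite directions are in red, the 41 that passed in the same direction are in yellow, and all others are in gray.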

Interestingly, the expression of these 35 miRNAs did not differ significantly among the cells of the three groups, but was downregulated in LSD1 KD exosomes relative to that in control and LSD1 Rescue exosomes (Fig. 3B). 

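Fig. 3B names 35 miRNAs, and in the exosome libraries the mean level of each of the 35 was lower in LSD1 KD than in control exosomes and higher in Rescue than in LSD1 KD exosomes. Of the 22 that passed the expression filter, 12 fell in LSD1 KD versus control exosomes and 15 rose in Rescue versus LSD1 KD exosomes at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 10 did both. The number that fell was 20 without control replicate 1, 7 without LSD1 KD replicate 3 and 7 in a fit of control and LSD1 KD libraries alone. Adjusted over the list alone, 22 fell and 19 rose. The study chose these 35 on the same libraries, so the counts are not independent evidence of their direction. In a fit without the filter, 24 of the 35 fell and then rose at an unadjusted p under 0.05, and 9 did so at an adjusted p under 0.05. The mean count per library was under 5 for 11 of the 35, and 8 of them, among them miR-3159, miR-600 and miR-802, had 0 counts in the 3 LSD1 KD libraries, which allows a level of up to 1.82 CPM over these libraries together. Against control exosomes, 2 of the 35 were lower in Rescue exosomes (miR-3679-3p and miR-4457) and 2 were higher (miR-10522-5p and miR-6839-5p) at an adjusted p under 0.05 from the same edgeR test, and the latter count was 0 without control replicate 3 and 0 without Rescue replicate 3. The call of miR-6839-5p was lost whichever of the 9 libraries was left out (adjusted p from 0.064 to 0.19 from edgeR), with DESeq2, without the filter and in a fit of these groups alone.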

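The 4 miRNAs that the paper also measured by qPCR fell in LSD1 KD exosomes and rose in Rescue exosomes. miR-6726-3p fell from 458 ± 110.4 CPM in control to 135 ± 16.8 in LSD1 KD and was 461 ± 41.9 in Rescue exosomes (SD, n = 3 each). miR-6881-3p, which the paper links to osteoblast and osteoclast differentiation, was at 113 ± 45.8, 26.7 ± 2.36 and 86.3 ± 13.9 CPM in the same order (SD, n = 3 each). miR-4457 was at 235 ± 99.6, 45.8 ± 16.2 and 108 ± 14.7 CPM, and miR-34c-3p, of a family induced by p53, was at 72.6 ± 27.8, 33.1 ± 4.29 and 88.3 ± 18.4 CPM (SD, n = 3 each). In LSD1 KD versus control exosomes, the log2 fold change of miR-6726-3p was -1.76 (standard error 0.222, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test). From the same edgeR test, it was -2.08 for miR-6881-3p (standard error 0.317, adjusted p = 6.0e-04), -2.34 for miR-4457 (standard error 0.335, adjusted p = 3.5e-04) and -1.13 for miR-34c-3p (standard error 0.317, adjusted p = 0.028). In Rescue versus LSD1 KD exosomes, edgeR's test gave 1.77 for miR-6726-3p (standard error 0.222, adjusted p = 1.3e-04) and 1.69 for miR-6881-3p (standard error 0.319, adjusted p = 0.0019). It gave 1.40 for miR-34c-3p (standard error 0.312, adjusted p = 0.0054 from edgeR) and 1.22 for miR-4457 (standard error 0.338, adjusted p = 0.019 from edgeR). miR-4457 stayed below control in Rescue exosomes, with a log2 fold change of -1.12 (standard error 0.303, adjusted p = 0.0086 from edgeR's quasi-likelihood test). The 4 are among the 35 of Fig. 3B, whose direction came from these libraries, so limma's camera set test of them in LSD1 KD versus control and in Rescue versus LSD1 KD exosomes is not evidence of it (adjusted p = 6.3e-04 and 0.0069 with a preset correlation of 0.01, adjusted p = 0.15 and 0.24 with an estimated correlation). The fall of miR-34c-3p did not pass edgeR's test without control replicate 2 (log2 fold change -0.82, adjusted p = 0.084), LSD1 KD replicate 1 (-1.07, adjusted p = 0.096) or LSD1 KD replicate 3 (-1.09, adjusted p = 0.10), nor in a fit of control and LSD1 KD libraries alone (-1.09, adjusted p = 0.067). The rise of miR-4457 did not pass it without LSD1 KD replicate 1 (1.08, adjusted p = 0.081), LSD1 KD replicate 3 (1.05, adjusted p = 0.085), Rescue replicate 1 (1.17, adjusted p = 0.059) or Rescue replicate 2 (1.16, adjusted p = 0.067).

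**Figure D2:**
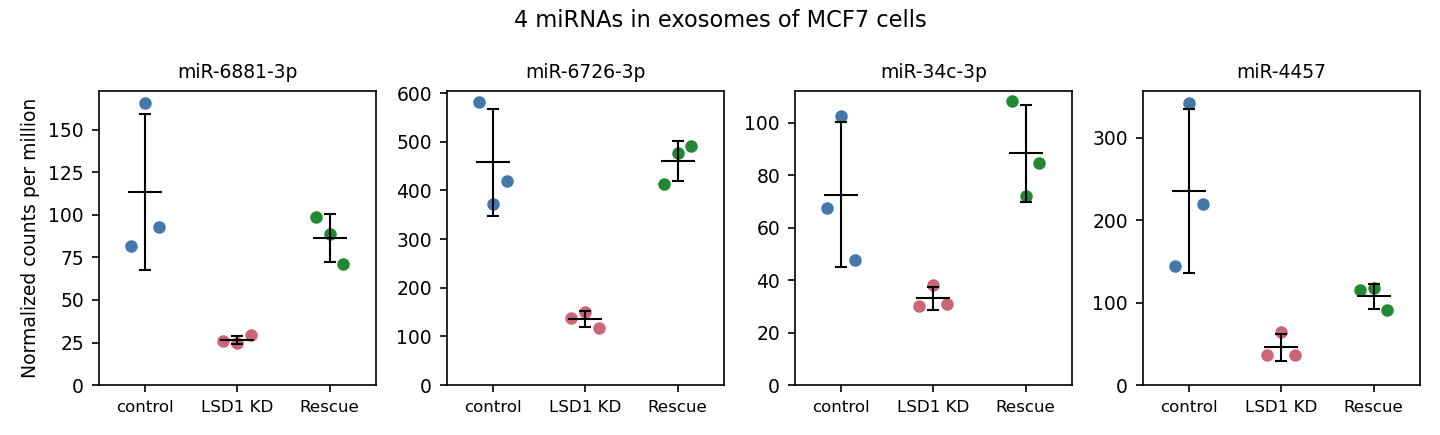
CPM of miR-6726-3p, miR-6881-3p, miR-34c-3p and miR-4457 in control, LSD1 KD and Rescue exosomes (y axis, linear scale from 0), with 1 point per library, the mean as a horizontal line and the SD of 3 libraries as the error bar. For each of the 4, the 3 LSD1 KD libraries lie below the 3 control and the 3 Rescue libraries, with means of 135, 26.7, 33.1 and 45.8 CPM.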

Real-time PCR assays confirmed that the expression of miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457 was decreased in LSD1 KD exosomes and increased in LSD1 Rescue exosomes. Meanwhile, no difference in the expression of these miRNAs was observed among cells of the respective groups (Fig. 3C). These observations showed that LSD1 KD resulted in the downregulation of 81.4% of LSD1-related miRNAs in exosomes, whereas the expression of most of these miRNAs did not differ among the respective cells. These findings suggested that LSD1 did not affect the expression of these miRNAs but likely influenced their sorting into exosomes.

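The 10 miRNAs with the steepest falls in LSD1 KD exosomes, among those past the test without overlap between the groups, were also below control in Rescue exosomes by edgeR's test at an adjusted p under 0.05. Both comparisons use the same control libraries, so a high or low level there alone would move miRNAs alike in both. miR-6732-3p, whose precursor overlaps an exon of ZC3H12A on chromosome 1 from 37480230 to 37480289 of GRCh38 (GENCODE 29), fell from 949.8 ± 130.4 CPM in control to 65.5 ± 26.9 in LSD1 KD exosomes and was 50.7 ± 8.06 in Rescue exosomes (SD, n = 3 each). miR-5682, in an intron of STXBP5L on chromosome 3 from 121049640 to 121049715, was at 109.7 ± 12.2, 4.70 ± 3.45 and 3.61 ± 2.03 CPM (SD, n = 3 each). miR-6769a-5p, in an intron of MGRN1 on chromosome 16 from 4671318 to 4671390, fell from 737 ± 344 CPM to 49.9 ± 9.85 and further to 11.3 ± 1.80 (SD, n = 3 each). The log2 fold changes in LSD1 KD versus control exosomes were -3.87 for miR-6732-3p (standard error 0.30), -4.45 for miR-5682 (standard error 0.409) and -3.88 for miR-6769a-5p (standard error 0.330). The adjusted p from edgeR's quasi-likelihood test was 4.1e-06, 6.0e-06 and 4.7e-06 in that order. miR-548b-5p had the largest fall of the 10, with a log2 fold change of -4.81 (adjusted p = 0.0013 from the same edgeR test), at 55.6 ± 36.8 CPM in control and 1.68 ± 1.65 in LSD1 KD exosomes (SD, n = 3 each). The same test called 144 miRNAs lower and 105 higher in LSD1 KD than in control exosomes, so that 57.8% of its calls were lower. In 235 of these miRNAs the 3 libraries of each group did not overlap. With library totals as the only scaling, which shifted the median miRNA by -0.13 on the log2 scale, edgeR's test called 155 lower and 64 higher. The number of calls was 438 without control replicate 1, 142 without LSD1 KD replicate 1, 117 without LSD1 KD replicate 3 and 154 in a fit of these groups alone. Of the 144 miRNAs that fell, 111 were also below control in Rescue exosomes by the same edgeR test, and of the 105 that rose, 86 were also above it. The comparison of Rescue with LSD1 KD exosomes called 21 of the 144 higher and 6 of the 105 lower. Of these 21, 3 were below control in Rescue exosomes and 4 above it by the same test, the 4 being miR-10522-5p, miR-6085, miR-383-3p and miR-6850-5p, of which the last 3 were picked out after their values were seen. The fall of miR-10522-5p in LSD1 KD exosomes did not pass edgeR's test with library totals (adjusted p = 0.052) or without control replicate 2 (adjusted p = 0.22). It was also lost when any LSD1 KD or Rescue replicate was left out (adjusted p from 0.053 to 0.16 from edgeR).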

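Rescue exosomes differed from control exosomes at more miRNAs than LSD1 KD exosomes did. miR-744-3p, from an intron of MAP2K4 on chromosome 17 from 12081899 to 12081996 of GRCh38 (GENCODE 29), rose from 637 ± 42.7 CPM in LSD1 KD to 7176 ± 1069 in Rescue exosomes and was 379 ± 83.0 in control exosomes (SD, n = 3 each). miR-4761-3p was at 77.2 ± 13.9 CPM in LSD1 KD, 753 ± 123 in Rescue and 64.9 ± 18.1 in control exosomes, and miR-381-3p, of the imprinted cluster on chromosome 14, at 37.0 ± 0.829, 261 ± 9.43 and 21.4 ± 9.43 (SD, n = 3 each). miR-501-3p, from an intron of CLCN5 on chromosome X, fell from 201 ± 13.7 CPM in LSD1 KD to 29.4 ± 2.67 in Rescue exosomes, below the 280.4 ± 67.1 in control exosomes (SD, n = 3 each). Their log2 fold changes in Rescue versus LSD1 KD exosomes were 3.49 for miR-744-3p (standard error 0.218), 3.28 for miR-4761-3p (standard error 0.253), 2.81 for miR-381-3p (standard error 0.258) and -2.76 for miR-501-3p (standard error 0.243). The adjusted p from edgeR's quasi-likelihood test was 7.9e-07, 5.2e-06, 1.4e-05 and 1.4e-05 in that order. miR-3153, among the 10 most abundant miRNAs over all libraries, was at 22499 ± 2812 CPM in LSD1 KD and 7979.7 ± 239.7 in Rescue exosomes (SD, n = 3 each), with a log2 fold change of -1.50 (adjusted p = 1.3e-04 from the same edgeR test). At an adjusted p under 0.05 that test called 182 miRNAs higher and 137 lower in Rescue than in LSD1 KD exosomes, and 617 different between Rescue and control exosomes, 299 of them higher and 318 lower. In each of the 319 calls between Rescue and LSD1 KD and in 586 of the 617, the libraries of the groups did not overlap. With library totals as the only scaling, which shifted the median miRNA by 0.18 on the log2 scale, it called 234 higher and 83 lower in Rescue than in LSD1 KD exosomes. The number of calls between Rescue and LSD1 KD exosomes was 208 without Rescue replicate 2 and 483 in a fit of these groups alone. Of the miRNAs past the test in both comparisons, 41 went the same way in both, 22 higher and 19 lower, where independent lists would share 13.4 and 13.8. Examples are miR-12136, which rose in both (log2 fold change 1.87 and then 1.21, adjusted p = 0.0016 and 0.0044 from edgeR's test), and miR-4496, which fell in both (-3.01 and then -2.48, adjusted p = 3.4e-05 and 4.4e-04 from edgeR's test). From the lower levels in LSD1 KD exosomes of miRNAs whose levels did not differ among the cells, the paper proposes that LSD1 acts on the sorting of these miRNAs into exosomes and not on their expression.

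**Figure D3:**
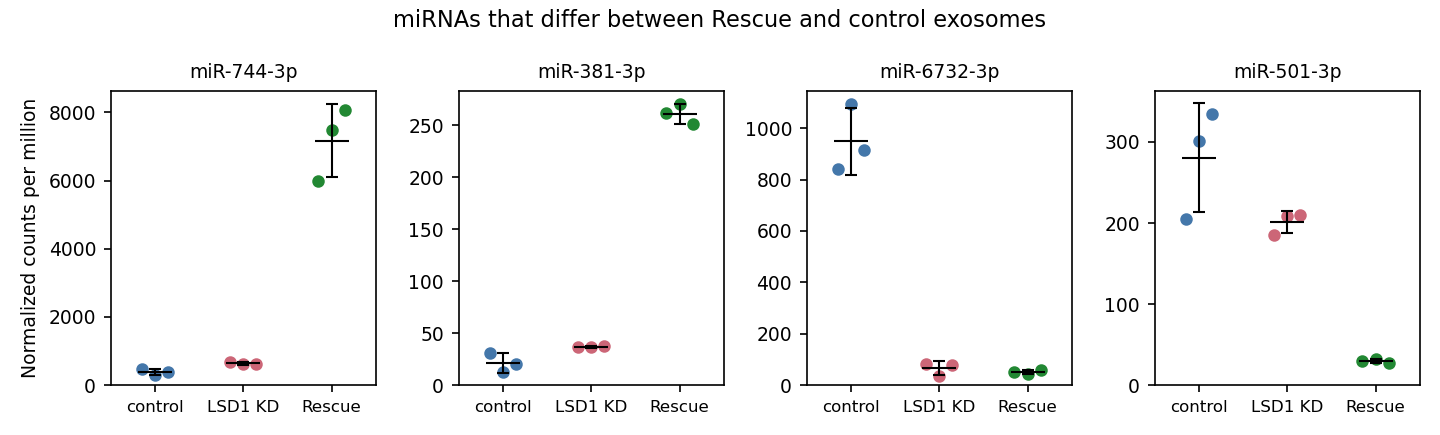
CPM (y axis, linear scale from 0) of miR-744-3p, miR-381-3p, miR-6732-3p and miR-501-3p in control, LSD1 KD and Rescue exosomes, with 1 point per library, the mean as a horizontal line and the SD of 3 libraries as the error bar. In Rescue exosomes miR-744-3p (7176 CPM) and miR-381-3p (261 CPM) lie above both other groups, miR-501-3p (29.4 CPM) lies below them, and miR-6732-3p (50.7 CPM) lies as low as in LSD1 KD exosomes.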

**Fig. 3:**
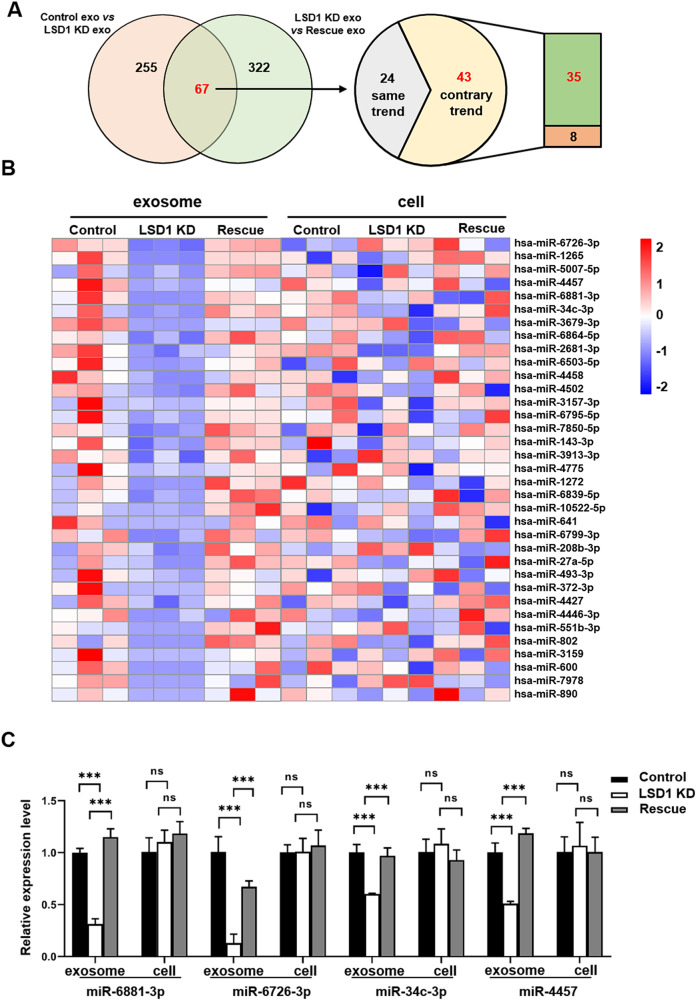
The knockdown (KD) of LSD1 decreased the levels of some miRNAs in exosomes. **A** Venn diagrams of the numbers of miRNAs that were differentially expressed in control, LSD1 KD, and LSD1 Rescue exosomes. **B** Cluster heatmap of exosomal or cellular miRNA in the control, LSD1 KD, and LSD1 Rescue groups. **C** Relative expression levels of miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457 from control, LSD1 KD, and LSD1 Rescue cells and exosomes as determined by qPCR assay. *** indicates *P* < 0.001.

### HnRNPA2B1 bound to the downregulated miRNAs in LSD1 KD exosomes

An unbiased search for over-represented sequence motifs using Improbizer identified a conserved UAGGGC motif in these 35 miRNAs (Fig. 4A). 

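Of the 4 miRNAs measured by qPCR, 3 hold AGG or UAG in their sequence and none of the 4 holds an exact UAGGGC. The paper gives UAGGGC as a consensus found with Improbizer, so an exact search can miss looser matches and does not test that consensus. Such short motifs are common. In a search of precursor hairpin sides, which are longer than the mature miRNA, 66.8% of miRNAs that did not fall in LSD1 KD exosomes held AGG or UAG. miR-6726-3p, CUCGCCCUGUCUCCCGCUAG, ends in UAG, which starts at position 18 counted from its 5′ end. miR-4457, UCACAAGGUAUUGACUGGCGUA, holds AGG at position 6 and UGA at position 12. miR-34c-3p, AAUCACUAACCACACGGCCAGG, holds AGG at position 20. miR-6881-3p, AUCCUCUUUCGUCCUUCCCACU, holds none of AGG, UAG and UGA. The sequences are those of the qPCR primers in Table S2, written as RNA, and each matched the annotated precursor over its whole length. In GRCh38 with GENCODE 29, miR-6726-3p lies on chromosome 1 from 1296110 to 1296129 in an intron of ACAP3, and miR-6881-3p on chromosome 15 from 74411361 to 74411382 in an intron of SEMA7A. miR-34c-3p lies on chromosome 11 from 111513484 to 111513505 and miR-4457 on chromosome 5 from 1309314 to 1309335, both outside annotated genes on their strand. GGAG and UGCA, searched as further short motifs, occur in none of the 4. The mature sequences of the other miRNAs were not in the reference used, so UAGGGC was not searched in the mature sequences of the whole set of 35.

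**Figure D4:**
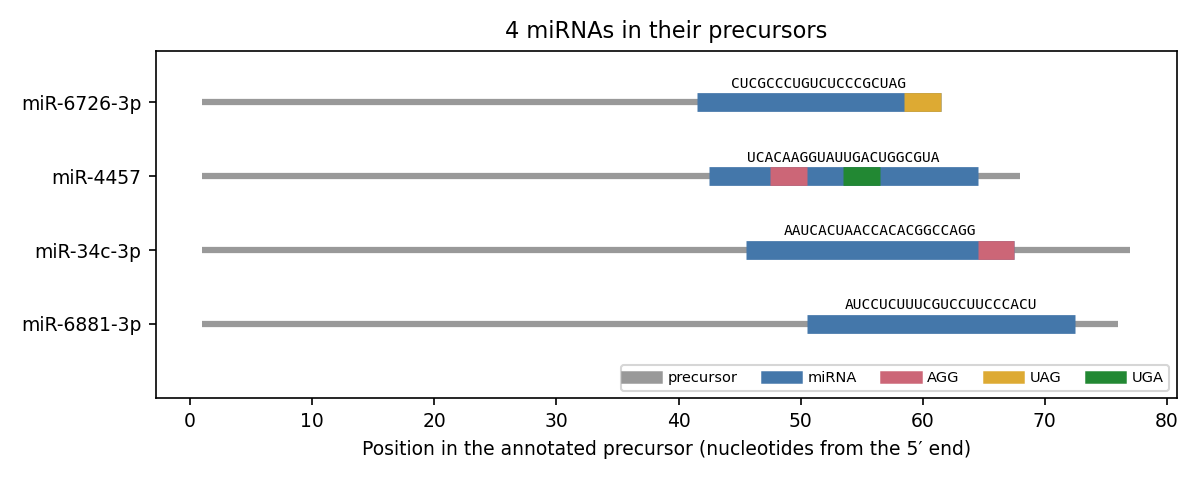
Position of the 4 miRNAs (blue) in their annotated precursors (gray), in nucleotides from the 5′ end of the precursor, to scale, with each AGG, UAG and UGA in the miRNA in its own color. The precursors of miR-6726-3p, miR-4457, miR-34c-3p and miR-6881-3p are 61, 68, 77 and 76 nucleotides long, each miRNA lies on the 3′ side, and miR-6881-3p carries no colored motif.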

HnRNPA2B1 is an RNA-binding protein that can bind to RNAs with AGG and UGA motifs [23]. To verify whether hnRNPA2B1 could bind to miRNAs in exosomes, we first determined whether hnRNPA2B1 was expressed in exosomes, and found that it was indeed present in control and LSD1 KD exosomes (Fig. 4B). Immunofluorescence assays in MCF7 cells showed that hnRNPA2B1 co-localized with TSG101, which functions as a component of the endosomal sorting complex required for transport (ESCRT) complex and participates in exosome secretion (Fig. 4C). To identify the role of LSD1 in hnRNPA2B1-mediated exosomal miRNA sorting, we transfected LSD1 KD cells with hnRNPA2B1 and found that the overexpression of hnRNPA2B1 could restore the relative levels of miR-6881-3p, miR-6726-3p, miR-34c-3p and miR-4457 in LSD1 KD exosomes, as determined by qPCR analysis (Fig. 4D). Subsequently, RIP assays confirmed that hnRNPA2B1 bound directly to these four miRNAs (Fig. 4E, F) and RNA pull-down assays confirmed that hnRNPA2B1 bound directly to miR-6881-3p (Fig. 4G). HnRNPA2B1 has two RNA-binding domains, RRM1 and RRM2. To determine which domain is involved in binding to miR-6881-3p, flag-tagged full-length and truncated hnRNPA2B1 were constructed (Fig. 4H). RIP assays demonstrated that truncated hnRNPA2B1 with RRM1 domain only and truncated hnRNPA2B1 with RRM2 domain only showed significantly higher binding to miR-6881-3p than truncated hnRNPA2B1 with deletion of both RRM1 and RRM2 domains, suggesting that both RRM1 and RRM2 domain could bind to miR-6881-3p (Fig. 4I). Furthermore, full-length hnRNPA2B1 with both RRM1 and RRM2 domains showed increased binding to miR-6881-3p as compared to truncated hnRNPA2B1 with RRM1 domain only and truncated hnRNPA2B1 with RRM2 domain only, suggesting that RRM1 and RRM2 domains of hnRNPA2B1 might have synergistic effects on the binding of miR-6881-3p (Fig. 4I). Overall, our data showed that hnRNPA2B1 could bind to some miRNAs and mediate their exosomal sorting.

**Fig. 4:**
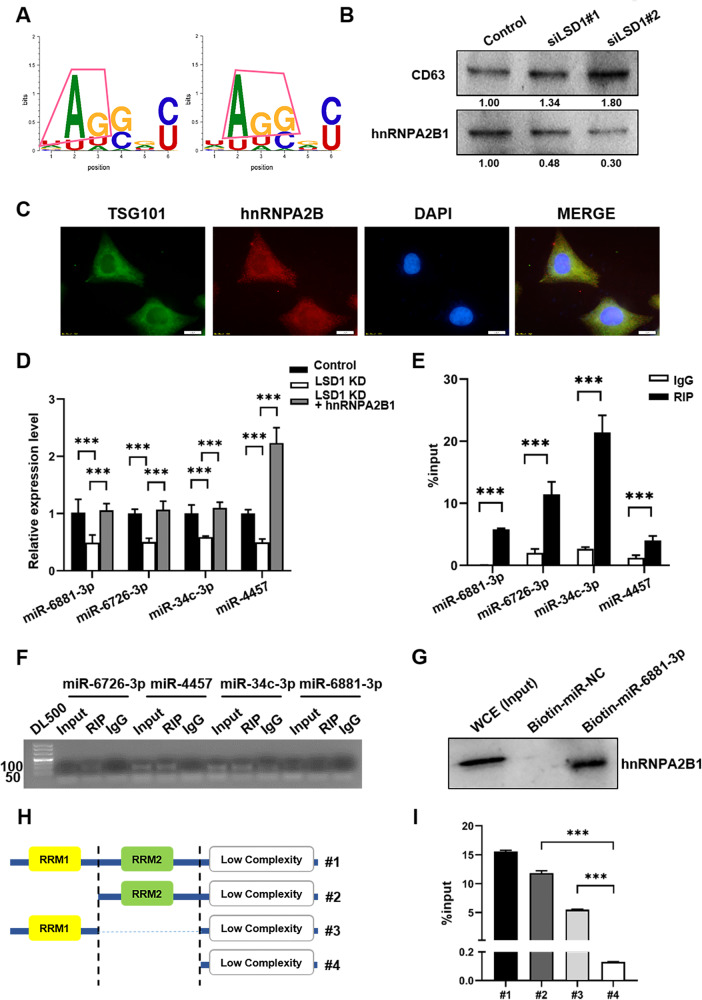
HnRNPA2B1 bound to the downregulated miRNAs in LSD1 knockdown (KD) exosomes. **A** Diagram of the over-represented motifs found in the downregulated miRNAs in LSD1 KO exosomes. **B** Western blots showing the expression of CD63 and hnRNPA2B1 in exosomes purified from control and LSD1 KD cells. The numbers below the bands represent the value from densitometry reading by Image J software, and the Control was set at 1.00 arbitrarily. **C** Representative images of TSG101 and hnRNPA2B1 co-localization in MCF7 cells as determined by immunofluorescence assay (green: hnRNPA2B1; red: TSG101; blue: DAPI; scale bars: 10 μm). **D** Relative expression levels of miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457 in exosomes derived from control, LSD1 KD, and LSD1 KD+hnRNPA2B1 cells. **E** Relative amounts of miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457 pulled down in RNA immunoprecipitation assays using hnRNPA2B1 (RIP) and control (IgG) antibodies. **F** Nucleic acid gel electrophoresis showed the amplified miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457. **G** Western blot showing hnRNPA2B1 pulled down by biotinylated miR-6881-3p in whole MCF7 cell extracts. **H** Structure of flag-tagged partial hnRNPA2B1. **I** Relative amounts of miR-6881-3p pulled down in RIP assay with flag-tagged full-length and truncated hnRNPA2B1. #1: full-length hnRNPA2B1 with both RRM1 and RRM2 domains; #2: truncated hnRNPA2B1 with RRM2 domain only; #3: truncated hnRNPA2B1 with RRM1 domain only; #4: truncated hnRNPA2B1 with deletion of both RRM1 and RRM2 domains. *** indicates *P* < 0.001.

### LSD1 regulated the expression of hnRNPA2B1

We further investigated whether LSD1 could regulate the expression of hnRNPA2B1. Western blot and qPCR analysis showed that the protein and mRNA levels of hnRNPA2B1 were decreased in LSD1 KD cells compared with those in the controls (Fig. 5A, B). Similar results were obtained using immunofluorescence staining (Fig. 5C). ChIP assays further showed that LSD1 could bind to the promoter region of the *hnRNPA2B1* gene (Fig. 5D, E). H3K9me2 ChIP assays showed that the LSD1 KD resulted in a decrease in the methylation level of H3K9 in the *hnRNPA2B1* promoter region (Fig. 5F). In summary, LSD1 KD in breast cancer cells led to a decrease in H3K9me2 demethylation in the promoter region of *hnRNPA2B1*, resulting in its downregulation.

**Fig. 5:**
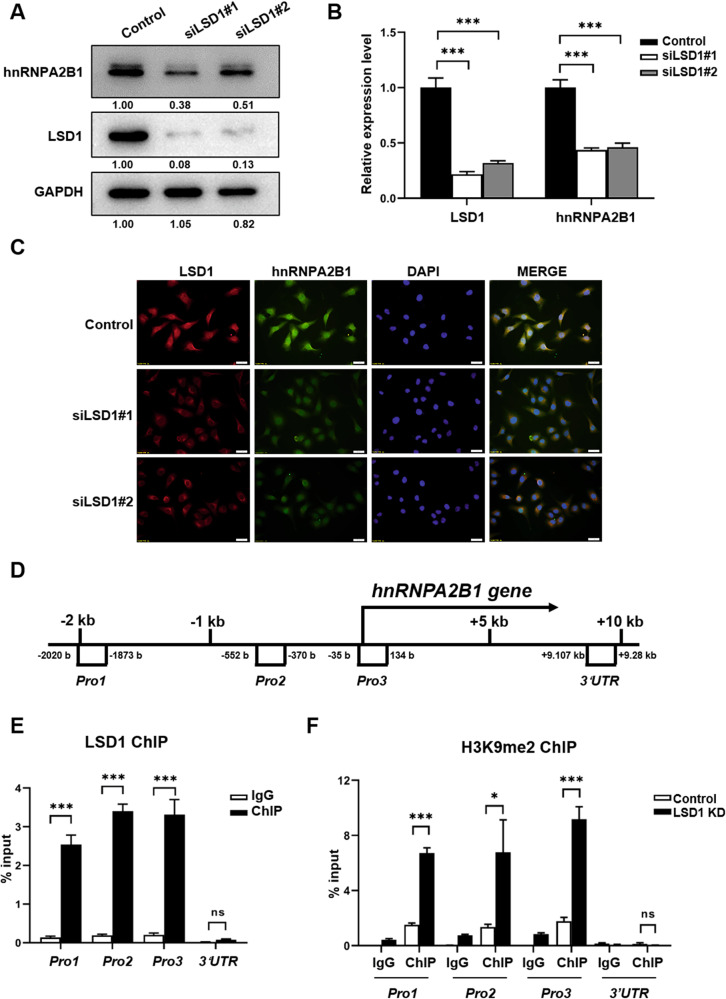
LSD1 regulated the expression of hnRNPA2B1. **A** Western blot of hnRNPA2B1 and LSD1 in control and LSD1 knockdown (KD) MCF7 cells. The numbers below the bands represent the value from densitometry reading by Image J software, and the Control was set at 1.00 arbitrarily. **B** Quantitative analysis of hnRNPA2B1 and LSD1 in control and LSD1 KD MCF7 cells by qPCR. **C** Representative images of the expression of hnRNPA2B1 and LSD1 in control and LSD1 KD MCF7 cells using immunofluorescence assays (green: LSD1; red: hnRNPA2B1; blue: DAPI; scale bars: 20 µm). **D** PCR primer sites in the hnRNPA2B1 promoter and 3′UTR used in the chromatin immunoprecipitation (ChIP) analysis. **E** Relative levels of LSD1 binding sites in the *hnRNPA2B1* promoter and 3′UTR as determined by ChIP assays. **F** Relative levels of H3K9me2 binding sites in the *hnRNPA2B1* promoter and 3′UTR regions in control and LSD1 KD MCF7 cells as determined by ChIP assay. * indicates *P* < 0.05, *** indicates *P* < 0.001.

### HnRNPA2B1 knockdown inhibited osteoblast differentiation and promoted osteoclast differentiation by reducing the miR-6881-3p in exosomes

We next investigated whether hnRNPA2B1 KD breast cancer cells could inhibit osteoblast differentiation and promote osteoclast differentiation by downregulating miR-6881-3p level in exosomes. Alizarin Red S staining assays showed that exosomes from hnRNPA2B1 KD breast cancer cells inhibited the formation of calcium nodules, an effect that was reversed by exosomes from hnRNPA2B1 KD breast cancer transfected with miR-6881-3p mimics (Fig. 6A & S3A, Fig. S4A, Fig. S5A). This result demonstrated that the KD of hnRNPAB21 inhibited osteoblast differentiation. ALP staining and activity analysis further demonstrated that hnRNPA2B1 KD exosomes inhibited both the production (Fig. 6B & S3B, Fig. S4B, Fig. S5B) and activity (Fig. 6C) of ALP. Moreover, qPCR assays demonstrated that exosomes from hnRNPA2B1 KD breast cancer cells inhibited the expression of the osteoblast differentiation marker genes *ALPL*, *OCN* and *OSX*, an effect that was reversed by exosomes from hnRNPA2B1 KD breast cancer cells transfected with miR-6881-3p mimics (Fig. 6D). RAW264.7 cells were used to analyze the effects of exosomes from control, hnRNPA2B1 KD and hnRNPA2B1 KD+miR-6881-3p mimics-expressing breast cancer cells on osteoclast differentiation. Interestingly, exosomes from hnRNPA2B1 KD cells promoted the differentiation of monocytes into multinuclear osteoclast-like cells, in contrast to monocytes treated by the exosomes from the control and hnRNPA2B1 KD+miR-6881-3p mimics cells (Fig. 6E & S3C, Fig. S4C, Fig. S5C). Moreover, exosomes from the hnRNPA2B1 KD cells increased the expression of both *TRAP* and *CTSK*, two well established osteoclast marker genes (Fig. 6F). The results of animal experiments also showed that the fluorescence intensity was significantly increased in the posterior limb of mice treated with hnRNPA2B1 KD exosomes compared with that in the posterior limb of mice treated with the exosomes from the control and hnRNPA2B1 KD+miR-6881-3p mimics cells (Fig. 6G). Femur and tibia scans showed that the bioluminescence intensity was upregulated in the hnRNPA2B1 KD exosomes treated group relative to that in the other two groups (Fig. 6H). Together, these results demonstrated that exosomes from hnRNPA2B1 KD breast cancer cells inhibited the differentiation of osteoblasts and promoted osteoclasts by downregulating exosomal miR-6881-3p levels, which in turn promotes bone colonization of breast cancer cells.

**Fig. 6:**
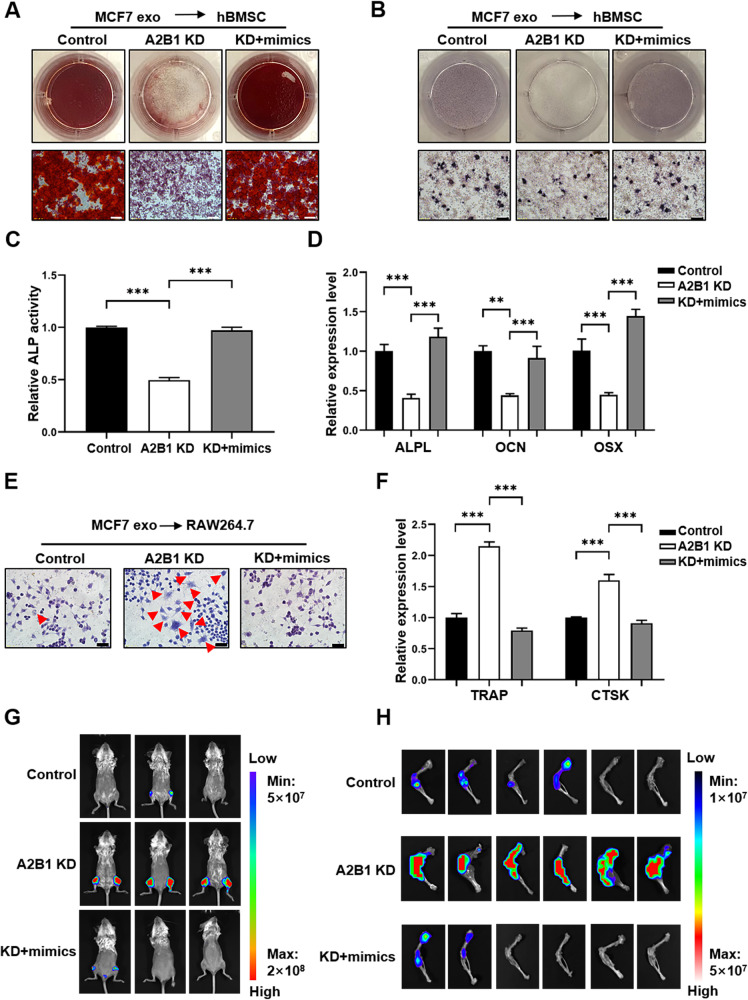
HnRNPA2B1 knockdown (KD) inhibited osteoblast differentiation and promoted osteoclast differentiation by downregulating miR-6881-3p in exosomes. Representative images of Alizarin Red staining (**A**) and ALP staining (**B**) (scale bars: 50 μm). **C** Relative ALP activity in the control, hnRNPA2B1 KD, and hnRNPA2B1KD+miR-6881-3p mimics groups. **D** qPCR analysis of the relative expression of *ALPL*, *OCN*, and *OSX* in human bone marrow mesenchymal stem cells (hBMSCs) in the control, hnRNPA2B1 KD, and hnRNPA2B1 KD+miR-6881-3p mimics groups. **E** TRAP staining in RAW264.7 cells treated with exosomes derived from control, hnRNPA2B1 KD, or hnRNPA2B1 KD+miR-6881-3p mimics-treated induced to osteoclast differentiation (scale bars: 20 µm). **F** qPCR analysis of the relative expression levels of *TRAP* and *CTSK* in RAW264.7 cells transfected with the indicated exosomes. **G** Representative images of in vivo imaging of mice treated with exosomes from control MCF7 cells, hnRNPA2B1 KD MCF7 cells, or hnRNPA2B1 KD+miR-6881-3p mimics MCF7 cells. **H** Representative images of luminescence imaging of the femur and tibia of mice. *** indicates *P* < 0.001.

## Discussion

In this study, we found that exosomes from LSD1 KD breast cancer cells significantly promoted breast cancer bone metastasis. We further found that the levels of more than 80% of LSD1-related miRNAs were downregulated in LSD1 KD exosomes, but restored in exosomes derived from LSD1 KD cells expressing the LSD1 Rescue plasmid. However, the expression level of these miRNAs was not affected in the LSD1 KD cells. The consensus motif UAGGGC was found to be present in exosomal miRNAs regulated by LSD1, and this motif was recognized by hnRNPA2B1. The KD of hnRNPA2B1 reduced exosomal miR-6881-3p levels, which inhibited osteoblast differentiation and promoted osteoclast differentiation. In summary, our results demonstrated that LSD1 controls the sorting of miR-6881-3p into exosomes by regulating expression of hnRNPA2B1, which remodels the pre-metastatic niche during breast cancer bone metastasis (Fig. 7).

**Fig. 7:**
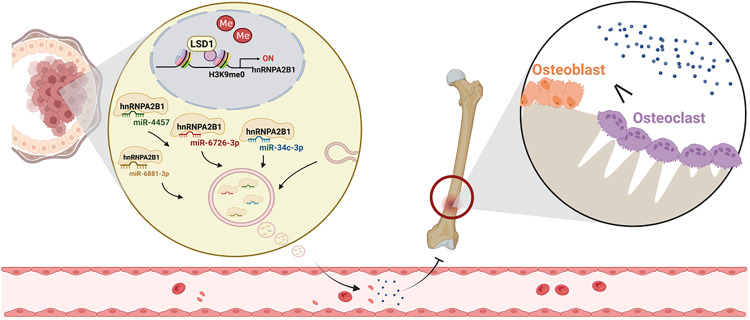
Schematic illustration of how LSD1 modulates the formation of bone pre-metastatic niches by regulating exosomal sorting. The histone demethylase LSD1 can catalyze the demethylation of histone H3K9 in the promoter region of *hnRNPA2B1*, thus regulating its transcription in breast cancer cells. HnRNPA2B1 can specifically bind to and sort miRNAs such as miR-6881-3p, miR-6726-3p, miR-34c-3p, miR-4457 into exosomes. These exosomal miRNAs further remodel the pre-metastatic niches by regulating osteoblast and osteoclast differentiation. Created with BioRender.com.

Exosomes play an important role in cancer metastasis. However, relatively few studies have investigated the role of exosomes in breast cancer metastasis to bone. Yuan et al. [7] found that exosomal miR-21 secreted by breast cancer cells led to the downregulation of PDCD4 in osteoclasts, thus promoting osteoclast differentiation and bone metastasis. Wu et al. [8] found that exosomal miR‐19a derived from estrogen receptor-positive breast cancer cells promoted osteoclast differentiation and bone metastasis, because miR-19a inhibits the expression of PTEN, thereby activating the NF-κB and AKT pathways in osteoclasts, which would create a microenvironment favorable for colonization in the bone [8]. Guo et al. reported that miR-20a-5p secreted by MDA-MB-231 cells enters osteoclasts *via* exosomes and promotes the proliferation and differentiation of osteoclasts by targeting SRCIN1 [6]. These studies focused on the role of exosomal miRNAs in regulating breast cancer metastasis to bone by promoting osteoclast differentiation, whereas we found that LSD1 KD can simultaneously inhibit osteoblast differentiation and promote osteoclast differentiation by downregulating miR-6881-3p, leading to the formation of pre-metastatic niche and the promotion of breast cancer bone metastasis.

An increasing number of studies have shown that the level of RNA, including miRNA, differs between exosomes and parent cells. This implies the existence of a sorting mechanism for exosomal RNA [24, 25]. In this study, we found that LSD1 KD resulted in the downregulation of approximately 80% of LSD1-related exosomal miRNAs and these miRNAs contained AGG/UAG motifs that could be recognized by hnRNPA2B1. We further found that LSD1 KD led to the downregulation of hnRNPA2B1 in breast cancer cells. However, exosomal miR-seq analysis also demonstrated that almost 20% of miRNAs were upregulated in LSD1 KD exosomes. This observation suggests that RNA binding proteins might also negatively regulate exosomal miRNA sorting, consistent with Pérez-Boza et al.’s report which found that hnRNPA2B1 inhibits the exosomal export of miR-503 in endothelial cells [26].

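let-7 family members, which repress growth-promoting genes such as RAS and HMGA2, rose in LSD1 KD exosomes. let-7a-5p rose from 1379.6 ± 434 CPM in control to 3412 ± 891 in LSD1 KD exosomes and was 4652 ± 24.6 in Rescue exosomes (SD, n = 3 each). let-7f-5p was at 473 ± 132, 1262 ± 343 and 2031 ± 93.5 CPM in the same order (SD, n = 3 each). Of 9 members tested, 6 rose and none fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test (7 rose when adjusted over the list alone). The log2 fold change was 1.31 for let-7a-5p (standard error 0.245, adjusted p = 0.0028 from the same edgeR test) and 1.42 for let-7f-5p (standard error 0.244, adjusted p = 0.0016 from the same edgeR test). let-7c-5p (0.70, adjusted p = 0.050 from edgeR), let-7e-5p (0.31, adjusted p = 0.28 from edgeR) and miR-98-5p (0.69, adjusted p = 0.38 from edgeR) did not pass. The median of the 9 was 1.04, and 0.91 with library totals as the only scaling. Without control replicate 2, in which the library's 10 most abundant miRNAs took the smallest share of counts, it was 0.94. limma's camera set test gave an adjusted p of 8.4e-05 with the preset correlation (adjusted p = 0.23 with an estimated correlation). let-7d-5p no longer passed edgeR's test without LSD1 KD replicate 1 (adjusted p = 0.12), without LSD1 KD replicate 3 (adjusted p = 0.080) or by library totals (adjusted p = 0.066).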

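miR-1266-5p, from an intron of MYO5C on chromosome 15 from 52277117 to 52277200 of GRCh38 (GENCODE 29), rose from 98.8 ± 29.3 CPM in control to 413 ± 29.5 in LSD1 KD exosomes and was 579 ± 62.8 in Rescue exosomes (SD, n = 3 each). Its log2 fold change was 2.06 (standard error 0.236, adjusted p = 5.1e-05 from edgeR's quasi-likelihood test). miR-29a-3p, which promotes osteoblast differentiation by repressing Wnt inhibitors, rose from 695 ± 166 to 1999 ± 363 CPM (SD, n = 3 each), with a log2 fold change of 1.52 (standard error 0.213, adjusted p = 3.0e-04 from the same edgeR test). miR-125b-5p, which inhibits it, rose by 1.15 on the log2 scale (standard error 0.230, adjusted p = 0.0041 from the same edgeR test). miR-3972, among the 10 most abundant over all libraries, was at 37819 ± 13731 CPM in control and 74792 ± 7882 in LSD1 KD exosomes (SD, n = 3 each), with a log2 fold change of 0.98 (adjusted p = 0.021 from edgeR's test, but 0.067 without LSD1 KD replicate 1 and 0.097 without LSD1 KD replicate 3). Of 6 tested miRNAs of the miR-17-92 cluster and its paralogs, which promote proliferation, 5 rose and none fell (5 adjusted over the list alone). The number that rose was 3 with library totals as the only scaling and 2 without LSD1 KD replicate 3. Among them were miR-20a-5p (1.56, adjusted p = 0.0049 from edgeR) and miR-25-3p (1.21, adjusted p = 0.0037 from edgeR). The cluster's camera test gave an adjusted p of 7.1e-04 (adjusted p = 0.21 with an estimated correlation). Of 3 tested members of the miR-183 cluster, 2 rose and none fell by edgeR's test (3 rose adjusted over the list alone), with a camera adjusted p of 0.016 (adjusted p = 0.16 with an estimated correlation). Of these 2 calls, 1 held with library totals and 0 held without LSD1 KD replicate 3. Of 11 tested miRNAs listed for osteoblast differentiation, 3 rose and 1 fell (4 and 1 adjusted over the list alone). The one that fell was miR-133a-3p (-1.82, adjusted p = 0.0063 from edgeR), which represses the osteoblast regulator RUNX2 and is also on the list of muscle miRNAs. Of 12 tested miRNAs listed for osteoclast differentiation, 3 rose and none fell (4 rose adjusted over the list alone, and 5 rose without control replicate 3). The camera adjusted p was 0.024 for the osteoblast list and 0.0026 for the osteoclast list (adjusted p = 0.16 and 0.28 with an estimated correlation), and 8 of the 16 and 10 of the 13 miRNAs on these lists are also on another list. In Rescue versus LSD1 KD exosomes, edgeR's test called 0 miR-17-92, 0 miR-183 and 0 osteoblast members lower at an adjusted p under 0.05. It called 2 of the osteoclast list lower. Against control, 5 of 6 tested miR-17-92 and 3 of 3 tested miR-183 members were higher in Rescue exosomes. The rises of these 2 clusters were therefore not reversed in Rescue exosomes. Some calls against control were lost in other settings. In a fit of Rescue and control libraries alone, miR-19b-3p (adjusted p = 0.071 from edgeR) and miR-92a-3p (adjusted p = 0.053 from edgeR) did not pass. miR-96-5p did not pass with DESeq2 (adjusted p = 0.079). The camera adjusted p in Rescue versus control was 0.080 for miR-17-92 and 0.098 for miR-183.

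**Figure D5:**
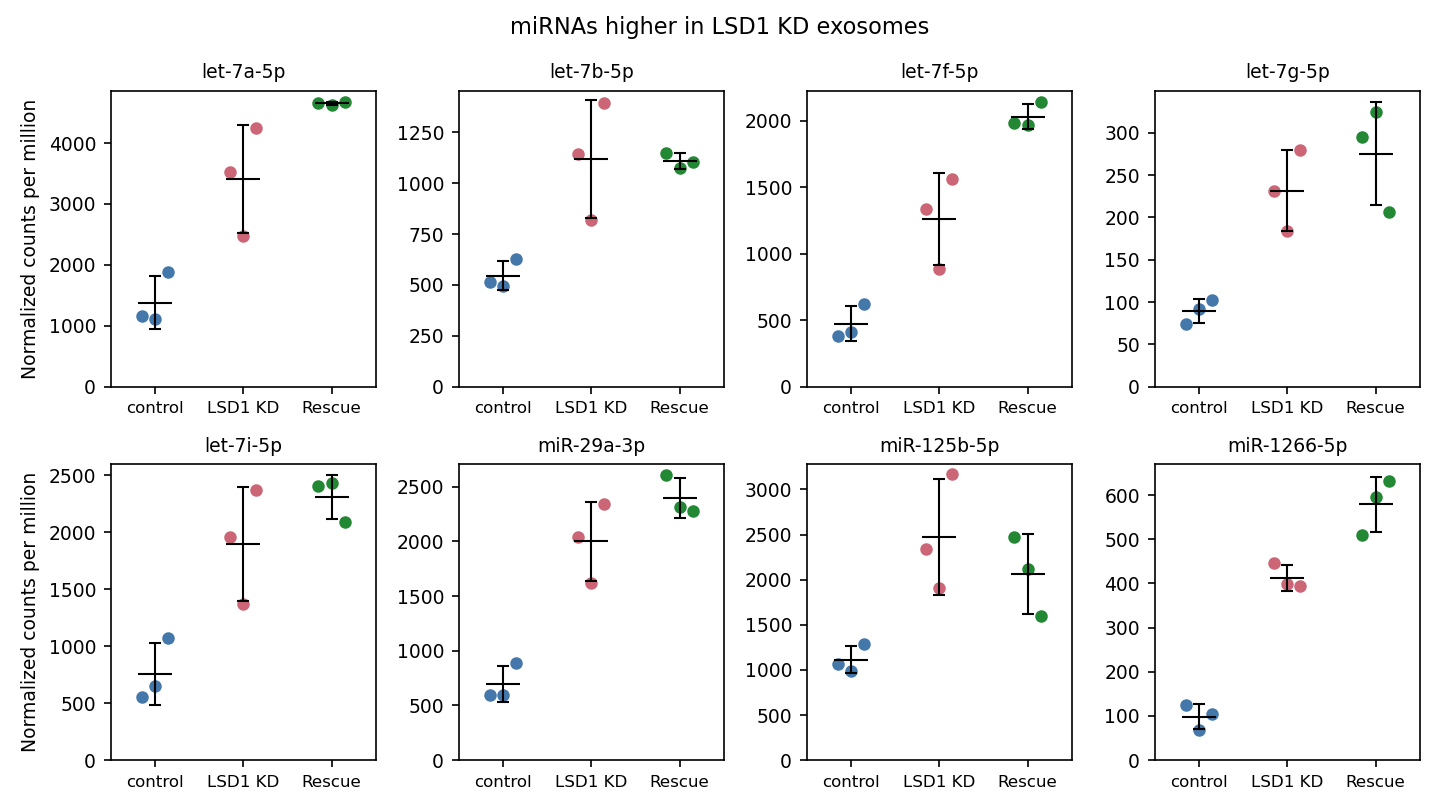
CPM (y axis, linear scale from 0) of 5 let-7 family members, miR-29a-3p, miR-125b-5p and miR-1266-5p in control, LSD1 KD and Rescue exosomes, with 1 point per library, the mean as a horizontal line and the SD of 3 libraries as the error bar. For each of these miRNAs the 3 LSD1 KD libraries lie above the 3 control libraries, as for let-7i-5p with means of 760.4 and 1899 CPM.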

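miR-503-5p was at 17.5 ± 1.82 CPM in control, 15.6 ± 5.90 in LSD1 KD and 25.4 ± 11.7 in Rescue exosomes (SD, n = 3 each). Its log2 fold change in LSD1 KD versus control exosomes was -0.15 (standard error 0.454, adjusted p = 0.85 from edgeR's quasi-likelihood test), which did not pass. It belongs to a list of miRNAs that the paper cites for sorting into exosomes, although for miR-503 the cited effect is inhibited export. The paper credits the listed miRNAs to different proteins, so the list has no common direction set in advance. Of its 6 tested members, 3 rose and none fell (3 rose adjusted over the list alone). The 3 were miR-93-5p (1.17, adjusted p = 0.0070 from edgeR), miR-320a-3p (0.81, adjusted p = 0.034 from edgeR) and miR-30d-5p (0.92, adjusted p = 0.038 from edgeR). The list's camera adjusted p was 0.037 (adjusted p = 0.30 with an estimated correlation). None of the 3 calls held without LSD1 KD replicate 3 (adjusted p = 0.056, 0.16 and 0.13 from edgeR). Over all the miRNAs that passed edgeR's test between LSD1 KD and control exosomes, 42.2% were higher in LSD1 KD, and with library totals as the only scaling 29.2% were. These calls were counted whatever happened in Rescue exosomes, and so are a wider set than the miRNAs reversed there. Of the 27 miRNAs past the test in both comparisons in opposite directions, 6 were higher in LSD1 KD exosomes.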

In addition to hnRNPA2B1, other hnRNP family members, including hnRNPA1, hnRNPC1, and hnRNPQ, have been reported to be involved in exosomal miRNA sorting. For instance, Gao et al. [27] observed that hnRNPA1 selectively sorts miR-320 into exosomes by binding to AGAGGG motifs on miR-320, while Balaguer et al. found that hnRNPC1 regulates the sorting of miR-30d into endometrial exosomes [28]. In addition, hnRNPQ, another member of the hnRNP family, was found to contain an RNA binding domain that could bind to GGCU motifs on miRNAs and sort them into exosomes [29]. These RNA-binding proteins belong to the same family as hnRNPA2B1, so they potentially have partial gene sequence similarity. In this study, we identified UAGGGC as the consensus sequence among the downregulated miRNAs in LSD1 KD exosomes. Because of the presence of AGG and UAG, these miRNAs could be sorted by hnRNPA2B1 into exosomes. However, some miRNAs that were downregulated in LSD1 KD exosomes did not contain AGG and UAG sequences. 

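Among miRNAs whose precursor hairpin could be searched, AGG or UAG was found in most hairpin sides of those that fell in LSD1 KD exosomes and in most of those of the other miRNAs. The 5′ or 3′ side of the precursor hairpin that holds the named arm was searched, because mature sequences were not in the reference used. Of 93 miRNAs that fell in LSD1 KD exosomes and had a named arm and an annotated precursor, 69 held AGG or UAG in that side (74.2%). Of the 891 other tested miRNAs with such a side, 595 held it (66.8%). The odds ratio was 1.43 (95% interval 0.866 to 2.43), and the difference did not pass Fisher's exact test (two-sided, p = 0.163, adjusted p = 1 over 18 such tests). Of 14 miRNAs that fell in LSD1 KD and rose in Rescue exosomes, 11 held AGG or UAG (78.6%), against 653 of 970 others (Fisher's exact test, two-sided, p = 0.567, adjusted p = 1). An exact UAGGGC was in 0 of the 93 sides and in 4 of the 891 (Fisher's exact test, two-sided, p = 1), and looser matches to the paper's consensus were not searched. The side of a hairpin is longer than the mature miRNA, so a motif found there need not lie in the mature sequence. Among the 1425 tested miRNAs 984 could be searched, and this search was added after the count table had been seen.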

We speculate that LSD1 KD may affect the expression of other hnRNP family members, thus influencing the sorting of these miRNAs into exosomes.

Recent evidence has suggested that exosomes are involved in tumor initiation and progression. Our findings also confirmed that exosomes derived from LSD1 KD breast cancer cells promoted osteolysis, thereby remodeling the microenvironments of metastasis of bone. This suggests that targeting cancer-related exosomal miRNAs may represent a feasible strategy for inhibiting tumor metastasis. It has been reported that inhibition of exosome release can inhibit tumor proliferation, metastasis, and chemoresistance that were caused by exosomes in cancer [30]. Reserpine is an antihypertensive drug that can prevent normal cells from absorbing cancer-related exosomes and restrain the formation of pre-metastatic niches in lung metastasis [31]. Similarly, Dynasore, a GTP enzyme inhibitor, chemotherapy-resistant lymphoma patients, likely due to its ability to block the uptake of exosomes by target cells through the blocking of a cholesterol-dependent pathway [32]. Therefore, blocking the uptake of cancer-related exosomes by target cells holds promise as a strategy for inhibiting tumor occurrence and development.

## Materials and methods

### Cell culture

MCF7 and 4T1 cells were obtained from ATCC and cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, NY, USA) and Roswell Park Memorial Institute (RPMI)-1640 medium (Gibco, NY, USA) supplemented with 10% fetal bovine serum (FBS) (BI, Israel) and 1% penicillin-streptomycin (Solarbio, Beijing, China). Human bone marrow mesenchymal stem cells (hBMSCs) were purchased from Cyagen Biosciences Company and cultured in OriCell Basal Medium containing Fetal Bovine Serum + Culture Supplements (Cyagen Biosciences, Santa Clara, CA, USA). RAW264.7 cells were purchased from FuHeng Biology (Shanghai, China) and cultured in DMEM containing 10% FBS and 1% penicillin-streptomycin. All the cells were incubated at 37 °C with 5% CO_2_ in a humidified incubator.

### Cell transfection

Small interfering RNAs (siRNAs) targeting LSD1 and hnRNPA2B1 were synthesized by Shanghai GenePharma Co., Ltd. The sequences of the siRNAs are listed in Table S1. The LSD1 rescue plasmid pcDNA3.1-LSD1 and the hnRNPA2B1 overexpression plasmid were synthesized by Generay Biotechnology (Shanghai, China). All the siRNAs and vectors were transfected using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA).

### Exosome isolation

Cells were cultured first in medium supplemented with 10% FBS for 24 h and then in serum-free medium for another 36 h after transfection. The cell supernatant was collected and centrifuged to remove cells and debris and filtered through a 0.22 μm filter (Millipore, Massachusetts, USA). Then, 0.5 volumes of Total Exosome Isolation Reagent (Invitrogen, Carlsbad, USA) was added followed by incubation at 4 °C overnight. The next day, the supernatant was centrifuged at 10,000 × *g* for 1 h at 4 °C and the precipitate was collected.

### Animal experiments

This study was conducted and guided according to the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, approved by the Animal Ethics Committee of the Changchun Wish Technology Company. All mice were maintained in Changchun Wish Technology Company under specific pathogen-free conditions and a 12 h/12 h light/dark cycle. Five-week-old severe combined immunodeficient (SCID) female mice were used for the experiments. Mice were injected with exosomes (50 μg) collected from control, LSD1 KD, and LSD1 Rescue cells or control hnRNPA2B1 KD, and hnRNPA2B1 KD+miR-6881-3p mimics every 2 days for 3 weeks. Then, 5 × 10^6^ MCF7-Fluc cells (MCF7 cells stably expressing firefly luciferase) were suspended in 200 μL of phosphate-buffered saline (PBS) and injected into the mice *via* the caudal artery according to previous methods [33]. After 5 weeks, D-luciferin sodium salt (Yeasen, Shanghai, China) was intraperitoneal injected into the mice based on 150 mg/kg body weight. After 30 min, images were captured in vivo using the Tanon 5200 Automatic Chemiluminescence Imaging Analysis System (Tanon Science & Technology, Shanghai, China). The mice were subsequently sacrificed and the femur and tibia were extracted for ex vivo bioluminescence imaging. Luminescence quantification was performed using ImageJ software. The tibias of the mice were fixed and scanned with the high-resolution desktop micro-computed tomographer SKYSCAN 1276 (Bruker, Karlsruhe, Germany). Three-dimensional reconstruction of the scanned tibia was undertaken and the following parameters were calculated: bone mineral density (BMD), bone volume per tissue volume (BV/TV), trabecular separation (Tb.Sp), and trabecular number (Tb.N). Finally, the mouse tibias were transported to Wuhan Bioqiandu Technology Co., LTD (Wuhan, China) for decalcification, paraffin embedding, sectioning, hematoxylin-eosin (H&E) staining, tartrate-resistant acid phosphatase (TRAP) staining, and osteocalcin (OCN) immunohistochemistry.

### Immunofluorescence

MCF7 cells were seeded in 24-well plates on glass coverslips and allowed to reach 50% confluence. The cells were then washed three times with PBS, fixed in 4% neutral-buffered formalin for 10 min, and incubated with antibodies against TSG101 (Abcam, ab83, Cambridge, UK), hnRNPA2B1 (Abcam, ab283592), or KDM1/LSD1 (Abcam, ab31954) at 37 °C for 2 h. After washing three times with PBS, the cells were incubated with Alexa Fluor 555-conjugated goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody (Invitrogen, A-21422), Alexa Fluor 488-conjugated goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody (Invitrogen, A-11008), Alexa Fluor 555-conjugated goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody (Invitrogen, A-21428), or Alexa Fluor 488-conjugated goat anti-mouse IgG (H + L) cross-adsorbed secondary antibody (Invitrogen, A-11001) at 37 °C for 1 h. Finally, the cells were washed three times with PBS and mounted on a slide with an anti-fluorescence quenching agent and DAPI.

### Small RNA sequencing

The cells were washed three times with PBS and lysed using TRIzol (Invitrogen). Small RNA sequencing was performed simultaneously (Shanghai Outdo Biotech Co., Ltd, Shanghai, China). Small RNA-seq data were deposited in the GEO database under the accession number GSE218200 and GSE212291.

### MiRNA extraction and quantitative real-time PCR (qPCR)

MiRNAs were obtained from MCF7 cells that had been seeded in 6-well plates using the EasyPure miRNA Kit (TransGen Biotech, Beijing, China), followed by reverse transcription undertaken with TransScript miRNA First-Strand cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). qPCR was performed with TransStart Green qPCR SuperMix (TransGen Biotech). U6 was used for normalization. The reverse primer used for real-time PCR came from TransScript miRNA First-Strand cDNA Synthesis SuperMix (Universal miRNA qPCR Primer); the forward primers are listed in Table S2.

### RNA extraction and qPCR

RAW264.7 cells or hBMSCs (8 × 10^5^) were seeded in a 6-well plate and, after attachment, 20 μg of exosomes was added to each well. After 48 h, the cells were washed three times with PBS. Total RNA was extracted from cells using TransZol Up (TransGen Biotech) and the RNA concentration was determined by Nanodrop (Allsheng Instruments Co., Ltd). Reverse transcription was performed using the EasyScript All-in-One First-Strand cDNA Synthesis SuperMix for qPCR (TransGen Biotech). qPCR was performed using TransStart Green qPCR SuperMix (TransGen Biotech). The sequences of the primers have been previously reported [22].

### MiRNA motif analysis

Improbizer (https://users.soe.ucsc.edu/~kent/improbizer/improbizer.html) was used for an unbiased search and analysis of six nucleotide-long motifs of miRNAs. A cladogram was generated with Web logo software (http://weblogo.threeplusone.com/).

### Alkaline phosphatase (ALP) staining and Alizarin Red S staining

HBMSCs were cultured with 10 μg/mL exosomes and were induced to differentiate into osteoblasts using TransDiffer Human Mesenchymal Stromal Cell Osteogenic Differentiation Medium (TransGen Biotech, Beijing, China). The medium was refreshed and exosomes were added every 5 days. After 7 days of culture, cells were fixed in 4% polyformaldehyde and stained using a BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime Biotechnology, Shanghai, China). Meanwhile, osteoblast-lineage cells were also fixed after 14 days, and stained with Alizarin Red S (1%, PH 4.2, Solarbio, Beijing, China) at 37 °C for 1–2 h. Osteoblasts were imaged after washing with PBS to remove any remaining dye, images of osteoblasts. An equal volume of 2% hexadecyl pyridinium chloride monohydrate solution was added to lyse the cells, following which the absorbance was measured at 492 and 562 nm.

### ALP activity assays

HBMSCs were cultured with 10 μg/mL exosomes in osteoblastic differentiation medium for 5 days and the supernatant was collected. ALP activity in the supernatant was assessed using an ALP activity kit (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### TRAP staining

RAW 264.7 cells were treated with 10 μg/mL exosomes and nuclear factor-kappa B ligand (RANKL) (Pepro Tech, New Jersey, NJ, USA) for 5 days. The cells were subsequently fixed in 4% paraformaldehyde for 10 min, washed three times with distilled water, and subjected to TRAP staining using a commercial kit (BestBio, Shanghai, China) according to the manufacturer’s protocol. TRAP+ mononuclear and multinucleated cells were identified as preosteoclasts and osteoclasts, respectively, and counted under an inverted microscope in five random visual fields.

### RNA immunoprecipitation (RIP) assay

The RIP assay was performed with a BersinBio RIP Kit (BersinBio, Guangzhou, China) following the manufacturer’s instructions. Briefly, Flag-tagged full-length and partial hnRNPA2B1 plasmids were synthesized by Comate Bioscience Co., Ltd. (Changchun, China). The cells were transfected with plasmids, lysed, and then incubated with an anti-Flag antibody (Sigma-Aldrich, F1804) overnight at 4 °C. Magnetic beads were then added to the lysate and, after 2 h of incubation, the RNA was purified and reverse transcribed using TransScript miRNA First-Strand cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). The levels of miR-6881-3p, miR-6726-3p, miR-34c-3p, and miR-4457 were analyzed using qPCR with IgG serving as a negative control.

### RNA pull-down

RNA pull-down was performed with a BersinBio miRNA Pulldown Kit (BersinBio, Guangzhou, China) according to the manufacturer’s instructions. Briefly, MCF7 cells were transfected with biotin-labeled miRNA probes (GenePharma Co., Ltd, Shanghai, China) and the EGFP-hnRNPA2B1 plasmid (Generay Biotechnology, Shanghai, China), lysed, and incubated with streptavidin magnetic beads. MiRNA-bound proteins were subsequently enriched by adsorption through a magnetic frame and the bound proteins were identified by western blot.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described by Zhang et al. [34] using anti-LSD1 (Abcam, ab17721) and anti-H3K9me2 (Invitrogen, PA5-120810) antibodies. The PCR primers used in the ChIP analysis are listed in Table S3.

### Statistics

All data were expressed as means ± standard deviation (SD). Differences between two groups were assessed with the two-tailed Student’s unpaired t test. The one-way Anova with Tukey’s multiple comparison test was used to assess differences between more than two groups. No statistical methods were used to predetermine the sample size. Mice were randomly allocated to experimental groups. No blinding method was used for injection. There were no animal exclusion criteria. The variance was similar between the groups that were being statistically compared. Statistics were performed using Prism 8 (GraphPad, San Diego, USA) and significance is indicated in the figures.

### Supplementary information

Supplementary files

Original western blots

aj-checklist

## Data Availability

The data that support the findings of this study are openly available. Small RNA-seq data were deposited in the GEO database under the accession number GSE218200 and GSE212291.

# Supplementary material for: LSD1 modulates the bone metastasis of breast cancer cells through hnRNPA2B1-mediated sorting of exosomal miRNAs
**Source:** Cell Death Discov. 2024 Mar 6;10:115. doi: 10.1038/s41420-024-01897-5
**Supplement:** Supplementary file 1 — Supplementary files

**Supplementary Tables:**

**Table S1. siRNAs sequences (all sequences from 5’ to 3’)**

|  | Sense | Antisense |
| --- | --- | --- |
| sihnRNPA2B1 | GCUCUUUAUUGGUGGCUUATT | UAAGCCACCAAUAAAGAGCTT |
| siLSD1#1 | CUAUAAAGCUCCAAUACUGTT | CAGUAUUGGAGCUUUAUAGTT |
| siLSD1#2 | GCAAGGAAUAUGAUGAAUUTT | AATTCAUCAUAUUCCUUGCTT |

**Table S2.** **miRNAs qPCR primer sequences (all sequences from 5’ to 3’)**

|  | Forward | Reverse |
| --- | --- | --- |
| miR-6726-3p | CTCGCCCTGTCTCCCGCTAG | Universal miRNA qPCR Primer |
| miR-4457 | TCACAAGGTATTGACTGGCGTA | Universal miRNA qPCR Primer |
| miR-34c-3p | AATCACTAACCACACGGCCAGG | Universal miRNA qPCR Primer |
| miR-6881-3p | ATCCTCTTTCGTCCTTCCCACT | Universal miRNA qPCR Primer |

**Table S3.** **ChIP primer sequences (all sequences from 5’ to 3’)**

|  | Forward | Reverse |
| --- | --- | --- |
| hnRNPA2B1-Pro 1 | ACTGGGGATCCTGGTACCTAAA | TTGGGTAATCGTGCCTGGTT |
| hnRNPA2B1-Pro 2 | GTCATTGCGGCGTGAACAAT | TCCCTGCAGTTACGCCAATG |
| hnRNPA2B1-Pro 3 | GGTTCTAGAAAAGCGGCGG | GCCGAGCGAGATGAGAGAGAT |
| hnRNPA2B1-3’UTR | GGTCTTTGTAAGAGTGTAGAAGCA | TCTTAACTCTACACACGCACTT |

**Supplementary Figures and legends:**

**
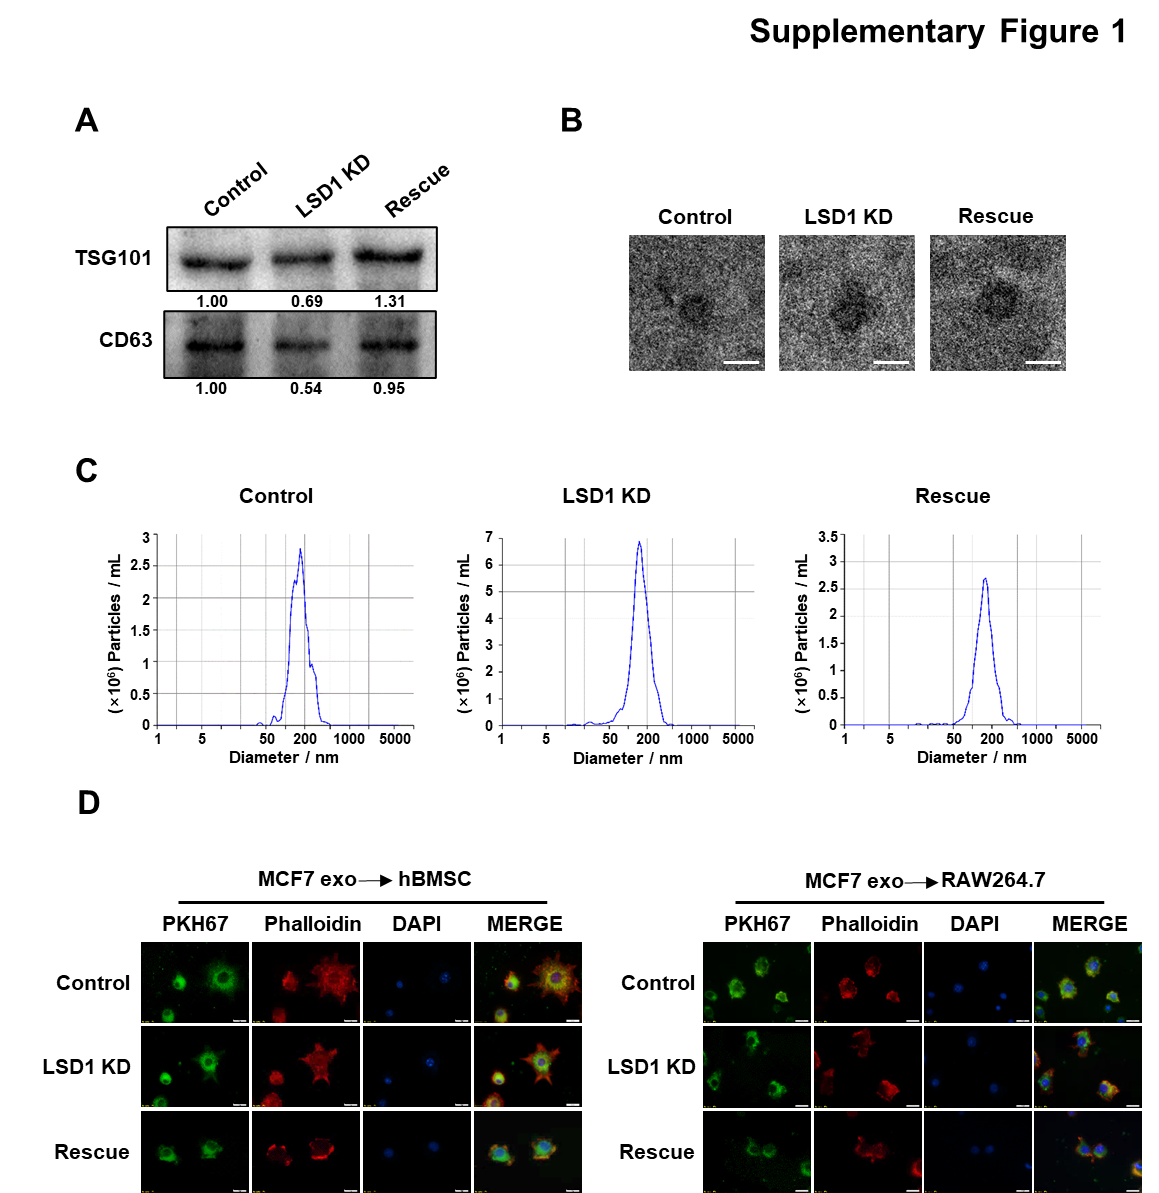
**

**Fig. S1. Identification of exosomes from breast cancer cells.**

(A) Western blots showing expression of exosome markers CD63 and TSG101 in the purified exosomes from MCF7 cells without (control) or with LSD1 knockdown (LSD1 KD), and LSD1 KD cells with restored LSD1 expression (rescue). The number below the band represents the value from densitometry reading, relative to the control, which was set at 1.00. (B) Morphology of exosomes from control, LSD1 KD and rescue cells under electron microscopy (scale bars: 100 nm). (C) Nanoparticle Tracking analysis (NTA) of the diameter and concentration of exosomes from control, LSD1 KD and rescue cells. Immunofluorescence images of PKH67 labeled exosomes that are absorbed by hBMSC cells and RAW264.7 cells (D). (green: PKH67; red: Phalloidin; blue: DAPI; scale bars: 10 μm)

**
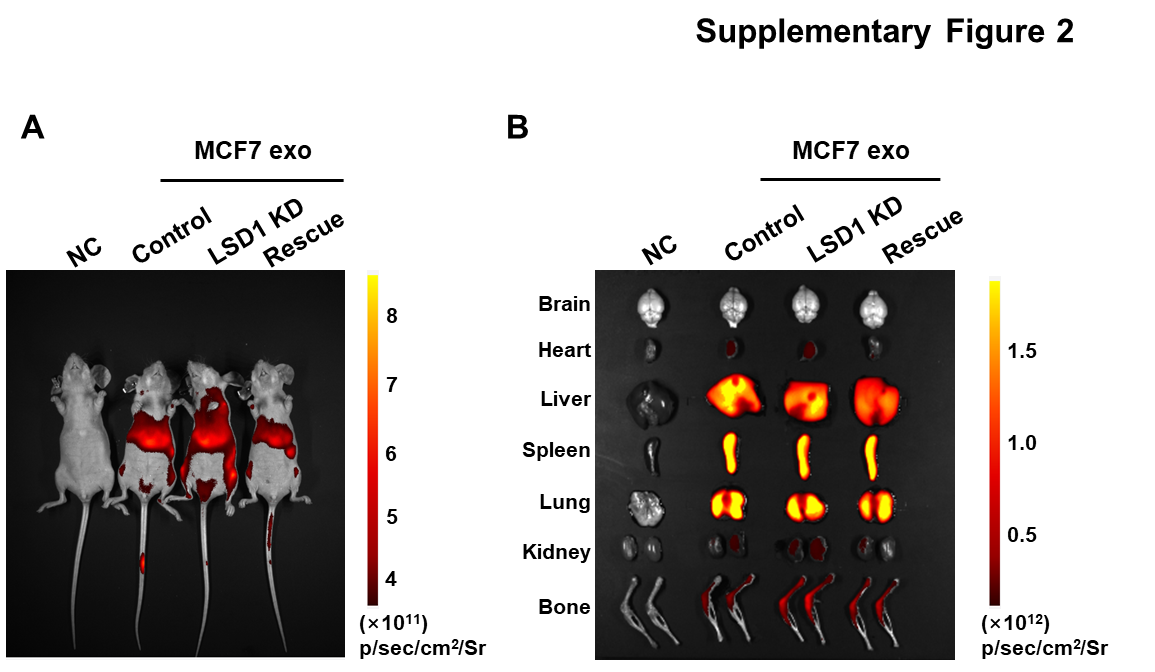
**

**Fig. S2. Exosomes from control, LSD1 KD, and rescue breast cancer cells** **exhibited the propensity to reach the bone.** (A) The fluorescence signal distribution *in vivo* with PBS or DiR-labeled exosomes derived from indicated cells. (B) The fluorescence signal distribution in multiple organs from mice injected with PBS or DiR-labeled exosomes derived from indicated cells.

**
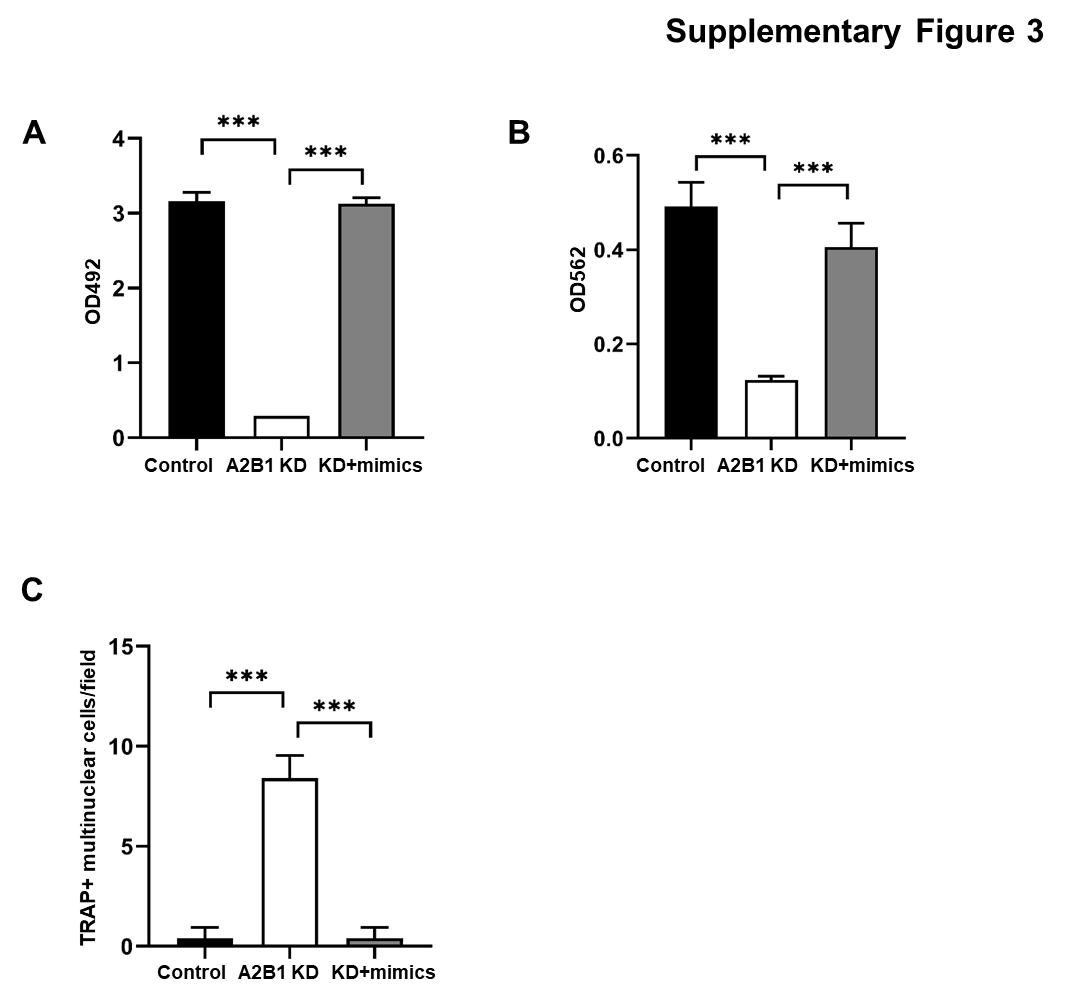
**

**Fig. S3. MiR-6881-3p rescued the effects of hnRNPA2B1 knockdown (KD) exosomes on osteoblast and osteoclast differentiation.** (A) The absorbance of dissolved Alizarin Red S staining at 492 nm in the control, hnRNPA2B1 KD, and hnRNPA2B1 KD+miR-6881-3p mimics groups. (B) The absorbance of dissolved ALP staining at 562 nm in the control, hnRNPA2B1 KD, and hnRNPA2B1 KD+miR-6881-3p mimics groups. (C) Quantification of TRAP+ cells in the control, hnRNPA2B1 KD, and hnRNPA2B1 KD+miR-6881-3p mimics groups. *** indicates *P* < 0.001.

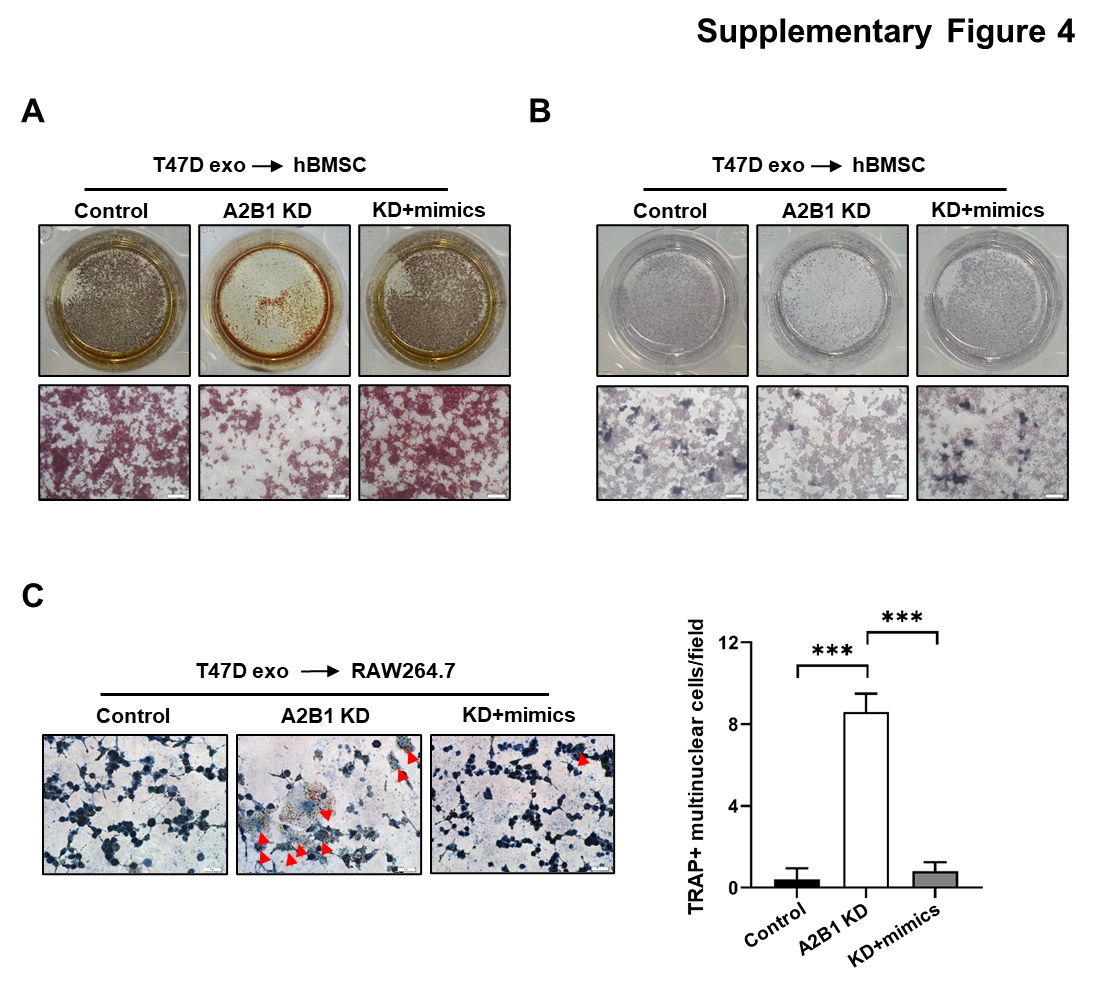

**Fig. S4. HnRNPA2B1 KD inhibited osteoblast differentiation and promoted osteoclast differentiation by downregulating miR-6881-3p in exosomes from T47D cells.** Representative images of Alizarin Red staining (A) and ALP staining (B) (scale bars: 50 μm). (C) TRAP staining in RAW264.7 cells treated with exosomes derived from control, hnRNPA2B1 KD, or hnRNPA2B1 KD+miR-6881-3p mimics-treated induced to osteoclast differentiation (scale bars: 20 µm).

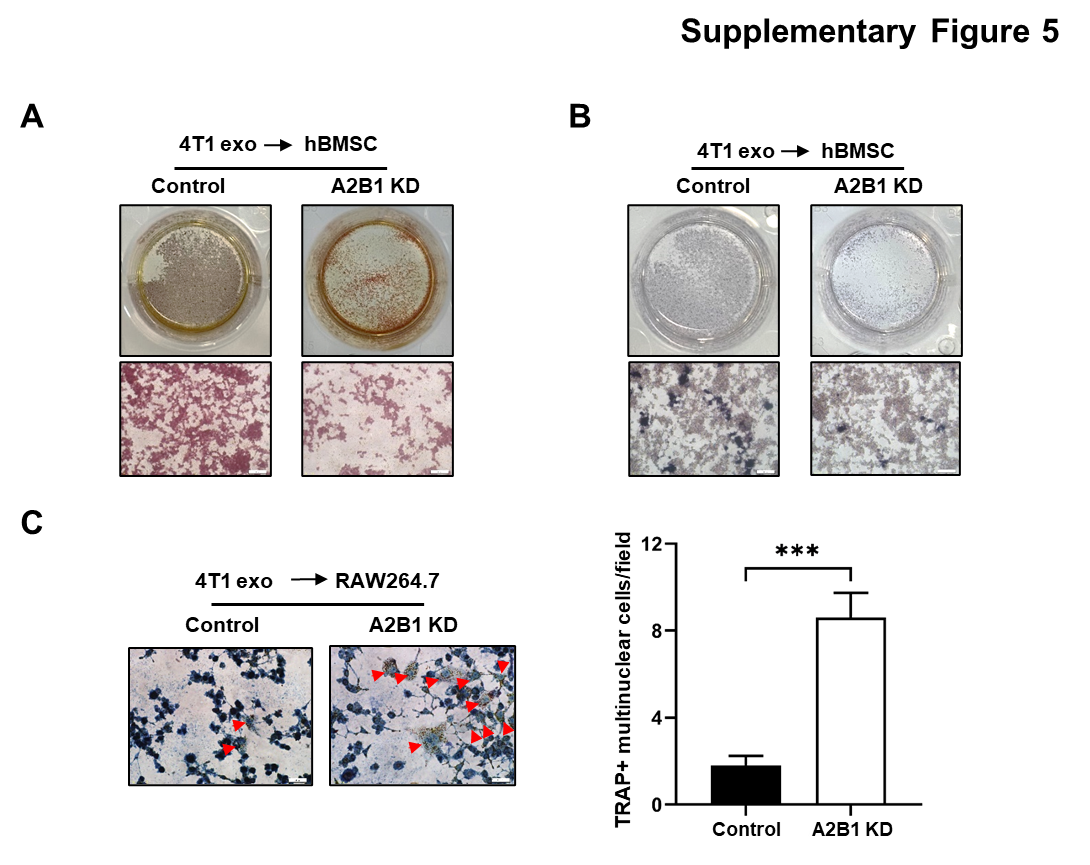

**Fig. S5. HnRNPA2B1 KD exosomes inhibited osteoblast differentiation and promoted osteoclast differentiation from 4T1 cells.** Representative images of Alizarin Red staining (A) and ALP staining (B) (scale bars: 50 μm). (C) TRAP staining in RAW264.7 cells treated with exosomes derived from control or hnRNPA2B1 KD induced to osteoclast differentiation (scale bars: 20 µm).

How the deposited data were processed for this re-analysis (not part of the article)

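Small RNA of exosomes from MCF7 breast cancer cells was sequenced by the authors in 9 libraries, 3 biological replicates each of control, LSD1 KD and LSD1 Rescue cells. The deposited table holds raw read counts per mature miRNA and library, without normalization, for 2612 miRNAs. The submitters' notes name cutadapt 2.7 and Bowtie 1.2.2. How reads were assigned to miRNAs, against which reference, and whether molecular identifiers were used is not given in the sources used here. Each library took its condition from the labels of the deposited samples, and 0 columns of per-sample values were left unused. The small RNA libraries of the cells belong to another deposited series and were not analysed here. Total counts per library and the share of each library's own 10 most abundant miRNAs are given with the data, with 95% Wilson intervals from scipy 1.17.1. A count of 0 was taken to allow up to 3 counts.

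The paper's methods name no tool, filter or threshold for the comparisons in Fig. 3A. Its general statistics section names a test for 2 groups and one for more groups, with a multiple comparison procedure among groups, and gives no filter, normalization, fold threshold or adjustment over miRNAs. Counts were therefore analysed in R 4.3.3 with edgeR 4.0.16. miRNAs were kept by filterByExpr by group (minimum count 10, minimum total count 15), which left 1425. TMM factors scaled the libraries, and 1 quasi-likelihood fit of all 9 libraries gave the 3 comparisons (LSD1 KD versus control, Rescue versus LSD1 KD, Rescue versus control). P-values were adjusted by the Benjamini-Hochberg method over the 1425 miRNAs, with a threshold of 0.05. Levels are given in CPM (counts per 1000000 counts) with library sizes scaled by the TMM factors. Standard errors were derived from edgeR's fit, as the size of the unshrunken log2 fold change divided by the square root of the F statistic. The log2 fold changes given are those that edgeR's test reports. miRNAs past the threshold in both of the first comparisons were counted by direction. Their number was set beside n1 × n2 / N for independent lists and beside 100 sets of counts simulated with no group effect.

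The comparisons, the alternatives, the lists and the rule for named miRNAs were fixed before the data were examined. The rule names, for each of LSD1 KD versus control and Rescue versus LSD1 KD, up to 10 miRNAs higher and 10 lower with the largest log2 fold change among those past the threshold whose groups do not overlap. It also names the 10 most abundant miRNAs over all libraries, every miRNA that the paper names in its text or in Fig. 3B, whose picture had been seen, and members of the lists as examples. There were 18 lists. They were the miRNAs measured by qPCR, those of Fig. 3B (described and not set-tested) and miRNAs the paper cites for sorting or for breast cancer exosomes. Others were the let-7, miR-200 and miR-34 families, the miR-17-92 and miR-183 clusters, and miRNAs of osteoblast and of osteoclast differentiation. A further list held luminal and estrogen receptor miRNAs of breast. Erythrocyte, leukocyte and platelet, liver, muscle, and stromal and endothelial miRNAs were listed as marks of other cell sources. The last list held small RNA fragments listed as miRNAs. Lists with at least 3 tested members, 15 in all, were tested with limma 3.58.1 camera (preset correlation 0.01, two-sided), adjusted over the lists. Members past the threshold were counted over all miRNAs and over the list alone.

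Alternatives were DESeq2 1.42.0, RLE size factors, library totals as the only scaling, limma voom, no filter except a total of 1 count, at least 10 counts in every library, counts thinned to the smallest library, only the 2 groups compared in a fit, a block for the replicate number, each library left out in turn, an unadjusted p under 0.05 with and without a log2 fold change of 1, and that fold change without a test. For the lists they were the estimated correlation, the block and library totals. Added after the data were seen were the removal of a smooth trend with precursor GC content (lowess span 0.3), the removal of the 10 most abundant miRNAs, a threshold of unadjusted p and log2 fold change of 1 without the filter, and 29 settings tried after the figure and the data were seen. The search for AGG, UAG and UAGGGC in the 5′ or 3′ side of the hairpin was also added then, since mature sequences were not in the reference. Motifs were compared with Fisher's exact test. Coordinates are those of GRCh38 with GENCODE 29. The pipeline was tested on simulated data in which 200 of 1425 miRNAs were changed. It recovered 58%, 53% and 53% of 2-fold changes and 91%, 88% and 97% of 4-fold changes in the 3 comparisons, with 4.49%, 4.73% and 3.23% false calls. The simulated libraries had the same spread per miRNA in all groups, unlike the data, in which control replicates differed most. These shares therefore do not show how many calls against control are false. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.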

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

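Of the tests below, the simulation of counts with no group effect was chosen after its result was seen, and the removal of the GC trend and of the 10 most abundant miRNAs were settings added after the data were seen.

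Rescue and control exosomes differed at 617 miRNAs by edgeR's test, a comparison the paper does not make, against 249 for LSD1 KD and control exosomes. The ratio of these counts stayed at 2.47 after all libraries were thinned to the smallest (570 and 231 calls). It was 2.30 after the GC trend was removed (559 and 243). These values argue against depth or precursor GC as the whole cause. The ratio was 3.23 without control replicate 2 (620 and 192), but the gap narrowed without control replicate 1 (691 and 438). Control libraries enter both comparisons, so leaving 1 out changes both counts and does not decide whether that library is a cause. The difference between the counts was not itself tested. Only the Rescue label names a plasmid, and Rescue cells received siRNA as well, so an effect of the plasmid, of an LSD1 level unlike that of control cells or of how each group was prepared cannot be separated by this design. These remain open and untested. Within that comparison, miR-744-3p had a log2 fold change of 4.24 (standard error 0.226, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test, higher in 3 of 3 Rescue libraries than in any control library), a signal in a miRNA the paper does not discuss.

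The let-7 family, which the paper does not discuss, had a median log2 fold change of 1.04 in LSD1 KD versus control exosomes. The median was 1.10 (SD 0.386 over 9 members) without the 10 most abundant miRNAs and with the totals of the rest as scaling, 1.04 (SD 0.376) with the GC trend removed and 0.942 (SD 0.369) without control replicate 2. These values argue against a few abundant miRNAs, precursor GC or that library as the whole cause. The family was higher in Rescue than in control exosomes as well (8 of 9 members by edgeR's test), and in Rescue versus LSD1 KD exosomes 2 members were higher and none lower (median log2 fold change 0.48), so its rise was not reversed in Rescue exosomes. Reads shared between members, which differ by few bases, could spread a change in some to others. Whether LSD1 itself, another effect of the siRNA or the preparation of the groups raised let-7 stays open, since the design does not separate them. RNA from other cell sources was not tested as a cause either. The leukocyte miRNA miR-223-3p took 1.15 to 1.37% of counts in control, 1.53 to 1.77% in LSD1 KD and 2.20 to 2.36% in Rescue libraries. Some muscle and endothelial miRNAs fell in LSD1 KD exosomes, as given under other observations.

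Among the miRNAs that went in opposite directions, those lower in LSD1 KD outnumbered those higher, by 21 to 6. The split was nearly even with only the groups compared in each fit (10 lower, 8 higher), and 16 to 9 with the GC trend removed. With library totals as the only scaling the share lower was 0.926 (25 of 27), but totals move all miRNAs toward lower and then higher, so this share does not test the scaling, and with counts thinned to the smallest library it was 0.682 (15 of 22), too few miRNAs to tell whether the lower depth of the LSD1 KD libraries adds to it. Counts simulated with no group effect gave at most 27 miRNAs in opposite directions at an unadjusted p under 0.05, against 66 observed, but they call far fewer miRNAs in each comparison, so noise that the comparisons share through the LSD1 KD libraries stays open. Scaling, depth and a loss of sorting under LSD1 KD, as the paper proposes, stay open, and the last was not tested by these counts.

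Parting the 6 libraries of a comparison into 2 groups of 3 allows 10 splits, too few for a share under 0.05. The real split gave 249 calls for LSD1 KD versus control (highest other 11), 319 for Rescue versus LSD1 KD (highest other 0) and 617 for Rescue versus control (highest other 0), and was in each case the 1 split with as many. A grouping that mixes libraries of different conditions puts the differences between conditions into the spread. Of 100 groupings of the 9 libraries into 3 groups of 3, 3 gave at least the 27 miRNAs in opposite directions of the real one. That is a share under 0.05, and the median of the other groupings was 0. Such a share can follow from conditions that differ at all, so it does not test a reversal in Rescue exosomes. The other 2 of the 3 groupings, with 197 and 106, had the 3 control libraries as the shared group. This does not show that control libraries alone stand apart. The median correlation between libraries was 0.936 for LSD1 KD and control, 0.937 for Rescue and LSD1 KD and 0.88 for Rescue and control. By this measure Rescue libraries lay as far from LSD1 KD libraries as control libraries did. The median within groups was 0.964 in control, 0.977 in LSD1 KD and 0.982 in Rescue libraries. Spread among control libraries can lower their correlation with LSD1 KD libraries, so equal medians need not mean equal distance.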

How the results depend on the processing

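No test in this part was chosen after its result was seen, except the removal of the GC trend, the removal of the 10 most abundant miRNAs, the threshold of p and fold without the filter and the search for motifs, which were added after the data were seen. The number of miRNAs that differed between Rescue and control exosomes stayed within 1.5 times of its value under all 24 alternatives (455 to 712). The log2 fold changes of miR-6726-3p and miR-6881-3p in both comparisons, of miR-4457 in LSD1 KD versus control and of miR-34c-3p in Rescue versus LSD1 KD kept their direction and their side of the threshold under all 20. For results that moved, the cause was not tested, apart from fewer libraries in the fits that leave libraries out. Calls between LSD1 KD and control numbered 154 with only these groups in the fit, 463 at an unadjusted p under 0.05, and 117 to 438 when 1 library was left out (lowest without LSD1 KD replicate 3, highest without control replicate 1). Calls between Rescue and LSD1 KD numbered 483 with only these groups in the fit and 208 to 444 when 1 library was left out. miRNAs in opposite directions numbered 66 at an unadjusted p under 0.05 and 8 to 51 when 1 library was left out. Those of them lower in LSD1 KD numbered 44 at an unadjusted p, 10 with only the groups compared in each fit, and 7 to 38 when 1 library was left out. With the unadjusted p as the starting point, opposite directions numbered 46 to 105 when 1 library was left out, 25 with a log2 fold change of 1 added, 30 with that fold change alone and 35 with it and no filter. The same counts for miRNAs lower in LSD1 KD were 34 to 71, 24, 29 and 31, and 68 with library totals. The log2 fold change of miR-34c-3p in LSD1 KD versus control was -1.32 to -0.82 when 1 library was left out and -1.09 with these groups alone, and that of miR-4457 in Rescue versus LSD1 KD was 1.05 to 1.53 when 1 library was left out, with the calls lost as given beside them. The lists past the threshold fell from 10, 1 and 1 in the 3 comparisons to 0, 0 and 0 with an estimated correlation, where the 10 and the first 1 include the list of miRNAs measured by qPCR, which are among those of Fig. 3B. The search for AGG or UAG did not pass in its 5 other settings (Fisher's exact p from 0.204 to 1).

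The replicate numbers do not show that libraries were paired. After the group means were removed, libraries with the same number correlated at -0.095 to 0.251 and those with different numbers at -0.245 to 0.185, and 4 of the 9 libraries were closest to one with the same number. With a block for the number, the calls were 258 for LSD1 KD versus control, 331 for Rescue versus LSD1 KD and 621 for Rescue versus control, of which 239, 309 and 602 were calls without it, and 30 miRNAs went in opposite directions, 23 of them lower in LSD1 KD. Of 3655 values of named miRNAs under all alternatives, none reversed, 3367 stayed on their side of the threshold and 288 fell short of it, most often without LSD1 KD replicate 3 (38). Depth limits what low counts can show. A miRNA with 0 counts in a library could be present at up to 3.32 to 6.48 CPM there.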

Differences from the paper's values

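The paper states no threshold for these counts, so no count here is at its threshold. The tests named as chosen after seeing the values are given as such.

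The paper gives 43 LSD1-related miRNAs, a set that its text does not define. They are taken here as miRNAs that went in opposite directions in the 2 comparisons, of which edgeR's test at an adjusted p under 0.05 gave 27. Of the alternatives set before the data were examined, the replicate block (30), a log2 fold change of 1 without a test (30) and the fit without control replicate 1 (51) came within 1.5 times of the paper's 43. The others did not: DESeq2 (25), RLE size factors (27), library totals (27), no filter (24), at least 10 counts in every library (22), only the groups compared (18), limma voom (25), thinned counts (22), an unadjusted p under 0.05 (66), that p with a log2 fold change of 1 (25), and the fits without control replicate 2 (24) or 3 (27), LSD1 KD replicate 1 (8), 2 (13) or 3 (9), or Rescue replicate 1 (14), 2 (13) or 3 (18).

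At an unadjusted p under 0.05, set beside the same 43 of the paper, edgeR's test gave 66. Within 1.5 times were DESeq2 (59), at least 10 counts in every library (51), thinned counts (55), and the fits without control replicate 2 (61), LSD1 KD replicate 1 (46) or 3 (49), or Rescue replicate 1 (56), 2 (50) or 3 (57). Outside it were RLE size factors (70), library totals (76), no filter (76), only the groups compared (67), the replicate block (73), limma voom (71), and the fits without control replicate 1 (105) or 3 (79) or LSD1 KD replicate 2 (65).

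The paper's number of these miRNAs lower in LSD1 KD exosomes is 35, and edgeR's test at an adjusted p under 0.05 gave 21. Within 1.5 times of the paper's 35 were library totals (25), an unadjusted p under 0.05 (44), that p with a log2 fold change of 1 (24), the fold change alone (29) and the fit without control replicate 1 (38). The other alternatives set before the data were examined were not: DESeq2 (17), RLE size factors (20), no filter (16), at least 10 counts in every library (17), only the groups compared (10), the replicate block (23), limma voom (18), thinned counts (15), and the fits without control replicate 2 (16) or 3 (17), LSD1 KD replicate 1 (8), 2 (12) or 3 (7), or Rescue replicate 1 (11), 2 (12) or 3 (14).

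The paper's number of miRNAs changed in both comparisons in the same direction is about 24 in Fig. 3A, read by eye, and edgeR's test gave 41. Within 1.5 times were library totals (29), only the groups compared (29), an unadjusted p with a log2 fold change of 1 (28), the fold change alone (36), and the fits without control replicate 3 (34), LSD1 KD replicate 1 (18), 2 (25) or 3 (16), or Rescue replicate 1 (25), 2 (24) or 3 (31). The others were not: DESeq2, RLE size factors and no filter (44 each), the fit without control replicate 2 (44), at least 10 counts in every library (39), the replicate block (42), limma voom (41), thinned counts (40), an unadjusted p (107) and the fit without control replicate 1 (114).

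Of 29 further settings, all chosen after seeing the values, 9 came within 1.5 times of both the paper's 43 and its 35. Each drops some of the 35 miRNAs that Fig. 3B names from those lower in LSD1 KD and higher in Rescue exosomes. edgeR's quasi-likelihood test without the filter at an unadjusted p and 2-fold, chosen after seeing the values, gave 35 and 31 and dropped 11 of the 35. The exact test of edgeR for 2 groups at an unadjusted p and 1.5-fold, chosen after seeing the values, gave 58 and 41 and dropped 15. DESeq2 for 2 groups at an unadjusted p, chosen after seeing the values, gave 52 and 32 without a fold threshold and 37 and 26 at 1.5-fold, and dropped 23 in either case. A test per miRNA on CPM at an unadjusted p, chosen after seeing the values, gave 54 and 43 without a fold threshold, 53 and 42 at 1.2-fold and 35 and 28 at 1.5-fold, and dropped 28 each time. The same test on log2 CPM, chosen after seeing the values, gave 56 and 51 at 1.5-fold and 34 and 34 at 2-fold, and dropped 16 each time.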

Other observations

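The search of hairpins for motifs, given beside the paper's discussion, and the choice of miR-601, miR-145-5p, miR-155-5p and miR-26a-5p as examples from their lists came after the data were seen. miR-601, one of the miRNAs the paper's literature on sorting names, rose from 15.9 ± 6.92 CPM in LSD1 KD to 76.9 ± 22.6 in Rescue exosomes (SD, n = 3 each), with a log2 fold change of 2.23 (standard error 0.446, adjusted p = 0.0028 from edgeR's quasi-likelihood test). Of the list of sorting miRNAs, it was the 1 of 6 that changed between Rescue and LSD1 KD exosomes. miR-145-5p, a smooth muscle and stromal miRNA, rose by 1.39 in that comparison (adjusted p = 4.4e-04 from edgeR's test), and miR-155-5p, a leukocyte miRNA, had a log2 fold change of -1.54 (adjusted p = 0.0018 from the same test). miR-26a-5p, on the luminal and estrogen receptor list and on the osteoblast list, rose by 0.90 (adjusted p = 0.0037 from edgeR's test). Control libraries held 2.81 to 17.3 CPM of miR-601, 149 to 186 of miR-145-5p and 122 to 154 of miR-26a-5p. Every Rescue library lay above these levels. For miR-155-5p, Rescue libraries (135 to 250 CPM) lay below control libraries (282 to 562 CPM). In these miRNAs, Rescue exosomes therefore moved away from control levels and did not return to them. miR-1246 and miR-1290, counted here among small RNA fragments listed as miRNAs, reached 3647 ± 906 and 8753 ± 2364 CPM in Rescue exosomes against 661 ± 116 and 1214 ± 115 in control exosomes (SD, n = 3 each), with log2 fold changes of 2.46 and 2.85 (adjusted p = 2.9e-06 and 9.9e-07 from edgeR's test).

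miRNAs known from other cell sources moved in different directions in LSD1 KD versus control exosomes. Of 3 tested muscle miRNAs, 2 fell and none rose by edgeR's test (3 fell adjusted over the list alone, camera adjusted p = 0.012, adjusted p = 0.16 with an estimated correlation). The 2 were miR-133a-3p and miR-133b. The other tested member, miR-208b-3p, is among the miRNAs of Fig. 3B, which the study chose on these same libraries. The count over the list alone and the camera test therefore rest in part on that choice. miR-133b fell from 60.3 ± 17.4 to 11.8 ± 3.43 CPM (SD, n = 3 each), with a log2 fold change of -2.36 (adjusted p = 0.0016 from edgeR's test). Of 4 tested stromal and endothelial miRNAs, 2 fell and none rose (2 adjusted over the list alone, camera adjusted p = 0.31), and the fall of miR-143-3p was lost when any library other than control replicate 1 was left out (without LSD1 KD replicate 3, adjusted p = 0.15 from edgeR). As miR-143-3p is also among the miRNAs of Fig. 3B, its fall is not independent evidence of direction. miR-126-3p, an endothelial miRNA, fell from 3325 ± 465 to 1719 ± 187 CPM (SD, n = 3 each), with a log2 fold change of -0.95 (adjusted p = 0.0029 from edgeR's test). Of 4 tested leukocyte and platelet miRNAs, 1 rose and none fell (2 rose adjusted over the list alone, camera adjusted p = 0.11). It was miR-142-3p, and its call was lost without LSD1 KD replicate 3 (adjusted p = 0.058 from edgeR), while 2 rose without control replicate 1 and 2 without control replicate 3. miR-223-3p, the most abundant of them, was at 12203 ± 1754 CPM in control, 17690.4 ± 1718 in LSD1 KD and 21781 ± 778 in Rescue exosomes (SD, n = 3 each), with a log2 fold change of 0.54 in LSD1 KD versus control that did not pass (adjusted p = 0.057 from edgeR's test). miR-486-5p of the erythrocyte list was at 16.9 ± 5.14, 21.1 ± 2.61 and 37.7 ± 11.6 CPM, and miR-122-5p of liver at 28.2 ± 3.86, 17.1 ± 8.80 and 16.6 ± 3.83 CPM (SD, n = 3 each). Each was the 1 tested member of its list, neither differed between LSD1 KD and control exosomes by edgeR's test (adjusted p = 0.61 and 0.22), and these lists were too small for the set test. Of these lists, 3 of the 6 muscle, 2 of the 7 stromal and endothelial and 2 of the 6 leukocyte and platelet miRNAs are also on another list.

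The list of luminal and estrogen receptor miRNAs of breast holds more than luminal markers, so its results are not those of luminal miRNAs as a set. Of its 9 tested members, 3 rose and none fell in LSD1 KD versus control exosomes by edgeR's test. Adjusted over the list alone, 4 rose. The camera adjusted p was 0.024 (adjusted p = 0.23 with an estimated correlation). The 3 were miR-221-3p, miR-222-3p and miR-26b-5p, of which the former pair repress the estrogen receptor, and none of the 3 calls held without LSD1 KD replicate 3 (adjusted p = 0.064, 0.13 and 0.23 from edgeR). Of 3 breast cancer exosomal miRNAs cited by the paper, 2 rose and none fell (2 adjusted over the list alone), with a camera adjusted p of 0.024 (adjusted p = 0.28 with an estimated correlation). They were miR-20a-5p and miR-21-5p, and the call of miR-21-5p was lost without LSD1 KD replicate 1 (adjusted p = 0.12 from edgeR). Of 10 tested small RNA fragments listed as miRNAs, 2 rose and none fell (2 adjusted over the list alone, camera adjusted p = 0.18). They were miR-1290 and miR-1246, and the call of miR-1246 was lost without LSD1 KD replicate 3 (adjusted p = 0.17 from edgeR), while 4 rose without control replicate 1. None of 3 tested members of the miR-200 family passed edgeR's test at an adjusted p under 0.05 (0 adjusted over the list alone, camera adjusted p = 0.27). Of 3 tested members of the miR-34 family, 1 fell (1 adjusted over the list alone, camera adjusted p = 0.39). It was miR-34c-3p, which the study chose for Fig. 3B on these same libraries, so its fall is not independent evidence of direction. In Rescue versus control exosomes, let-7 was the 1 list of 15 past the camera threshold, with 8 of 9 members higher by edgeR's test (9 adjusted over the list alone), a median log2 fold change of 1.60 and an adjusted p of 2.6e-04 (adjusted p = 0.59 with an estimated correlation). In Rescue versus LSD1 KD exosomes it did not pass (2 of 9 higher by edgeR's test, 5 in a fit of these groups alone, 1 without Rescue replicate 2, 3 adjusted over the list alone, camera adjusted p = 0.17).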
